# Runx2 transcriptome of prostate cancer cells: insights into invasiveness and bone metastasis

**DOI:** 10.1186/1476-4598-9-258

**Published:** 2010-09-23

**Authors:** Sanjeev K Baniwal, Omar Khalid, Yankel Gabet, Ruchir R Shah, Daniel J Purcell, Deepak Mav, Alice E Kohn-Gabet, Yunfan Shi, Gerhard A Coetzee, Baruch Frenkel

## Abstract

**Background:**

Prostate cancer (PCa) cells preferentially metastasize to bone at least in part by acquiring osteomimetic properties. Runx2, an osteoblast master transcription factor, is aberrantly expressed in PCa cells, and promotes their metastatic phenotype. The transcriptional programs regulated by Runx2 have been extensively studied during osteoblastogenesis, where it activates or represses target genes in a context-dependent manner. However, little is known about the gene regulatory networks influenced by Runx2 in PCa cells. We therefore investigated genome wide mRNA expression changes in PCa cells in response to Runx2.

**Results:**

We engineered a C4-2B PCa sub-line called C4-2B/Rx2^dox^, in which Doxycycline (Dox) treatment stimulates Runx2 expression from very low to levels observed in other PCa cells. Transcriptome profiling using whole genome expression array followed by *in silico *analysis indicated that Runx2 upregulated a multitude of genes with prominent cancer associated functions. They included secreted factors (CSF2, SDF-1), proteolytic enzymes (MMP9, CST7), cytoskeleton modulators (SDC2, Twinfilin, SH3PXD2A), intracellular signaling molecules (DUSP1, SPHK1, RASD1) and transcription factors (Sox9, SNAI2, SMAD3) functioning in epithelium to mesenchyme transition (EMT), tissue invasion, as well as homing and attachment to bone. Consistent with the gene expression data, induction of Runx2 in C4-2B cells enhanced their invasiveness. It also promoted cellular quiescence by blocking the G1/S phase transition during cell cycle progression. Furthermore, the cell cycle block was reversed as Runx2 levels declined after Dox withdrawal.

**Conclusions:**

The effects of Runx2 in C4-2B/Rx2^dox ^cells, as well as similar observations made by employing LNCaP, 22RV1 and PC3 cells, highlight multiple mechanisms by which Runx2 promotes the metastatic phenotype of PCa cells, including tissue invasion, homing to bone and induction of high bone turnover. Runx2 is therefore an attractive target for the development of novel diagnostic, prognostic and therapeutic approaches to PCa management. Targeting Runx2 may prove more effective than focusing on its individual downstream genes and pathways.

## Introduction

Runx2 together with Runx1 and Runx3 comprise the Runx class of transcription factors, defined by their highly homologous Runt-related DNA-binding domain. As heterodimers with Cbfß, Runx proteins bind to cognate DNA elements with the consensus nucleotide sequence 5'-ACCACA in the promoters/enhancers of their target genes [1]. The three Runx proteins coordinate proliferation and differentiation of various cell types [2]. Runx1 is important for hematopoiesis [3,4]; Runx2 is pivotal in osteogenesis [1,5,6]; and Runx3 is critical for neurogenesis [7], thymopoiesis [4], and maintenance of the gastric epithelium [4,8]. While promoting specific cellular phenotypes, Runx proteins have evolved to inhibit cell proliferation. Runx3 is a bona fide tumor suppressor [9] as down-regulation of its promoter by hypermethylation contributes to the development of gastric cancer [10,11]. Ablation of Runx1 activity leads to leukemia [12] and disruption of Runx2 results in deregulated cell proliferation and immortalization [13-17]. Paradoxically, Runx2 is also implicated in carcinogenesis. In a mouse screen for c-Myc-collaborating oncogenes, MLV-induced leukemia occurred most frequently when the provirus integrated into the Runx2 locus resulting in its ectopic expression [18]. It was suggested that Runx2 initially provides the cells with a survival advantage, and its anti-mitogenic activity is counteracted by the CD2-Myc transgene present in the mouse model used for this screen [2,19]. Therefore, Runx2-mediated tumorigenesis likely requires additional loss of check-point genes such as Trp53 or improper regulation of an oncogene such as c-Myc [19].

Runx2 has been extensively studied in the context of osteoblastogenesis from mesenchymal progenitors, where as a master regulator it stimulates the expression of various bone matrix components such as osteocalcin and bone sialoprotein (BSP) [20]. Runx2^-/- ^mice die soon after birth due to the lack of differentiated osteoblasts and thus a mineralized skeleton [1,5,6]. Runx2 haploinsufficiency in humans causes the rare skeletal disorder *Cleidocranial Dysplasia *[21]. In search for hints to explain the high predilection of prostate and breast cancer to metastasize to bone, investigators have noticed ectopic expression of Runx2 and some of its target genes in biopsies from advanced tumors and their derivative cell lines [22-26]. In a mouse model of PCa, conditional deletion of *Pten *in prostate epithelial cells resulted in the development of tumors with progressive increase in Runx2 expression [27]. Among the osteomimetic properties of prostate and breast cancer cells are expression of the Runx2 target genes MMP9 [28], BSP [29] and VEGFA [30], as well as induction of mineralization [25].

In addition to promoting osteoblast differentiation, Runx2 drives the expression of osteoclastogenic signals, both in osteoblasts [31,32] and in the PC3 bone metastasis-derived PCa cell line [22]. PC3 cells robustly express Runx2 [33], and its silencing decreased their osteoclastogenic property *in vitro *and their growth within the bone microenvironment *in vivo *[22]. Runx2 also promotes metastatic aspects not necessarily related to bone. Invasion of PC3 cells through Matrigel™, a basement membrane-like preparation, decreased after Runx2 silencing [22], and its ectopic expression in mammary epithelial cells increased their proliferation and disrupted their normal acinar organization [34]. An oncogenic role for Runx2 has also been suggested in tumors that do not exhibit high predilection to bone, including pancreatic ductal adenocarcinoma [35] and thyroid papillary carcinoma [36].

Whereas Runx2 is being increasingly recognized as a pro-metastatic factor, little is known about the underlying transcriptional programs. To establish gene regulatory networks downstream of Runx2 in aggressive PCa, we analyzed gene expression in response to Runx2 in the C4-2B PCa cell line. These cells are castration-resistant derivatives of the androgen-dependent LNCaP cells, and serve as a model for the aggressive stage of bone metastatic PCa [37,38]. Although C4-2B cells express Runx2 at levels higher than LNCaP cells [25], these levels are far lower than those observed in PC3 cells or osteoblasts [22]. We therefore engineered a C4-2B sub-line that allowed us to profile gene expression after induction of Runx2 with Doxycycline to levels seen in PC3 cells. Remarkably, the most significant changes were the up-regulation of genes implicated in cancer progression and cellular movement, and the down-regulation of genes involved in cell cycle progression. Consistent with these changes in gene expression, Runx2 enhanced PCa cell invasiveness and inhibited their proliferation.

## Results and Discussion

### Establishment of C4-2B PCa cells with conditional Runx2 expression

To establish a C4-2B cell line that conditionally expresses Runx2, we employed the recently described lentivirus-based pSLIK vector system, which allows tight Doxycycline (Dox)-inducible, RNA PolII-mediated transcription of a gene of interest [39]. C4-2B cells were transduced with Flag-tagged Runx2-encoding lentiviruses (Figure 1A), resulting in the C4-2B/Rx2^dox ^subline. As control, we established the C4-2B/Rx2-M^dox ^subline, where Dox treatment induced expression of the transcriptionally inactive Flag-Runx2-M (Figure 1A) [40]. Western blot analysis with anti-Flag antibodies confirmed roughly equal expression levels of the wild type and mutant Runx2 proteins, which were strictly and dose-dependently regulated by Dox (Figure 1B). RT-qPCR analysis revealed that the Dox treatment increased Runx2 mRNA by ~20-fold compared to its endogenous levels, and that the induced level was comparable to that observed in the PC3^high ^sub-line (Figure 1C). Western analysis using anti-Runx2 antibodies indicated that the level of endogenous Runx2 protein was negligible in untreated C4-2B cells, and that Dox induced expression of the exogenous Runx2 to the levels normally found in osteoblasts (Figure 1D) [41].

**Figure 1:**
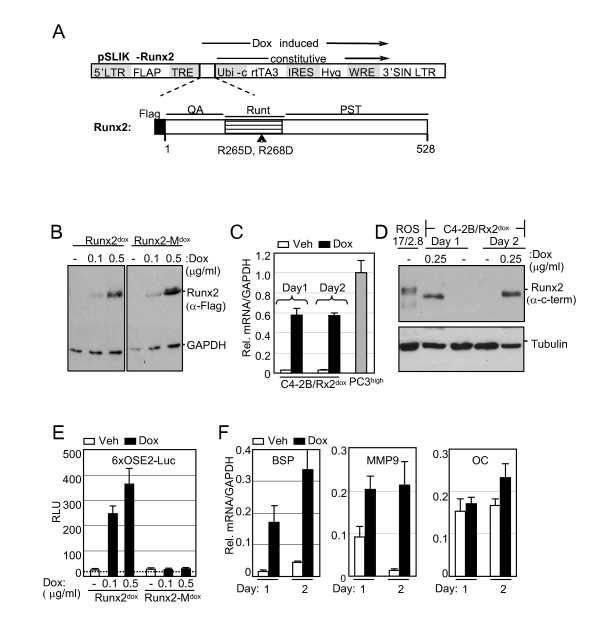
**Establishment of C4-2B/Rx2^dox ^sub-line with conditional Runx2 expression**. A, Schematic diagram of the pSLIK-based lentiviral vector. Initially developed for expression of shRNAs [39] the pSLIK vector was used in the present study to express Runx2. The Hygromycin resistance marker (*Hyg*) and the Dox-dependent activator protein *rtTA3 *are constitutively expressed under the control of the *Ubi-c *promoter. Upon treatment with Dox, rtTA binds to its tetracycline responsive elements (*TRE*) and drives expression of the inserted cDNA (Flag-Runx2). The Runx2 block diagram depicts its glutamine/alanine-rich *QA *domain, the DNA-binding *Runt *domain, and the proline/serine/threonine-rich *PST *domain. Arrowhead indicates the position of the *R265D *and *R268D *mutations in Runx2-M, which eliminate Runx2's DNA binding function. B, Whole cell extracts, prepared from C4-2B/Rx2^dox ^and C4-2B/Rx2-M^dox ^cells treated with the indicated concentrations of Dox, were subjected to western blot analysis using anti-Flag antibodies. C, Total RNA was extracted from C4-2B/Rx2^dox ^cells treated with Dox or vehicle, as well as from PC3^high ^cells, and the mRNA levels of Runx2 (and GAPDH as control) were measured by RT-qPCR. D, Whole cell extracts were prepared from C4-2B/Rx2^dox ^cells treated with Dox as indicated and from ROS 17.8/2 osteoblastic cells [41], and subjected to western blot analysis using anti-Runx2 antibodies. The same blot was re-probed with anti-Tubulin antibodies as loading control. E, C4-2B/Rx2^dox ^and C4-2B/Rx2-M^dox ^cells were transiently transfected with the 6XOSE2-luciferase reporter plasmid and subjected to luciferase assay. Dotted line represents the background luciferase activity with no cell extract. F, C4-2B/Rx2^dox ^cells were treated with Dox and levels of the indicated transcripts were measured by RT-qPCR and corrected for that of GAPDH. In Figure 1, bars represent Mean ± SEM (n = 3) from a representative experiment, which was repeated at least three times with similar results. Abbreviations used: Dox, Doxycycline; Veh, vehicle; BSP, Bone Sialoprotein; MMP9, Matrix Metalloprotein-9; OC, Osteocalcin.

The transcriptional activity of Dox-induced Runx2 was initially assessed using luciferase reporter assay (Figure 1E). In the reporter plasmid 6XOSE2-Luc, luciferase expression was controlled by six copies of the osteoblast-specific element 2 (OSE2) from the Runx2-regulated osteocalcin (OC) gene promoter [42]. In the absence of Dox, 6XOSE2-luc activity was indistinguishable from the background luciferase activity observed without any cell extract, suggesting lack of endogenous Runx2 activity (Figure 1E). The luciferase reporter was strongly stimulated by WT but not by the mutant form of Runx2 (Figure 1E). As shown in Figure 1F, Runx2 also stimulated transcription of its endogenous target genes Bone Sialoprotein (BSP) [29] and Matrix Metalloprotease-9 (MMP9) [28]. These genes were not stimulated in the Dox-treated C4-2B/Rx2-M^dox ^cells (data not shown). Interestingly, Runx2 did not significantly enhance the expression of OC (Figure 1F) and Alkaline Phophatase (ALP; data not shown), although these genes are strongly stimulated by Runx2 in osteoblasts [1,43]. This observation reflects cell type-dependent Runx2-mediated transcriptional control, and is consistent with the results of Yeung *et al*. [33], who demonstrated that in PC3 cells the OC promoter is responsive to the transcription factors AP-1 and SP1, but not Runx2. To identify Runx2-regulated genes and pathways in advanced PCa cells in an unbiased manner, we subjected C4-2B/Rx2^dox ^cells to global gene expression profiling.

### Runx2-regulated global gene expression and *in silico *assessment of associated pathways

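C4-2B cells are castration-resistant prostate cancer cells derived from the LNCaP line, and in their C4-2B/Rx2 dox subline Dox switches on a Flag-tagged mouse Runx2 cDNA. The array data analyzed here come from 4 groups of 4 separate cultures, namely vehicle and 0.25 µg/ml Dox for 24 h (day 1), and vehicle and 0.25 µg/ml Dox for 48 h (day 2). The array's own probe for human RUNX2 does not register the induced cDNA: its log2 signal was 4.83 ± 0.25 with vehicle and 4.91 ± 0.38 with Dox on day 1 (mean ± SD, n = 4 each), and it lay above background on 1 of the 16 arrays. It therefore does not check the labels of the arrays, and whether it can hybridize to the mouse sequence was not tested. RUNX1 and RUNX3 were not well above background on any array. CBFB, the shared partner with which the Runx proteins form heterodimers, fell 1.58-fold on day 1 (log2 fold change -0.66, standard error 0.053, adjusted p = 6.4e-08) and 2.01-fold on day 2 (log2 fold change -1.01, standard error 0.053, adjusted p = 7.3e-11), while a second CBFB probe was not above background. Of the 4 genes of this family, 1 was lower and 3 did not pass the test on either day (camera adjusted p = 0.3 and 0.376), and on day 2 the median change was 0.0028 and the mean -0.24.
The arrays are Illumina BeadChips with 24526 probes, 1 culture per array. The scanner's median signal ran from 119 to 124 in vehicle day 1 (median 122), 125 to 139 in Dox day 1 (median 130), 108 to 111 in vehicle day 2 (median 109.5) and 107 to 113 in Dox day 2 (median 111). A probe counts as above background on an array where its detection p is under 0.01, the detection p being the share of the 664 negative controls brighter than the probe. Between 40.1% and 42.2% of the probes of an array passed this, 10796 probes did so on at least 4 arrays and 12611 on none. The number of arrays, 4 per group, limits the precision. The authors took BeadStudio's signals through model-based background correction (MBCB) to log2 values and quantile normalization. Their normalized values have the same median, 4.673, on each of the 16 arrays. They rank the probes as the signals of the same array do, so they are not centred by gene. Their log2 scale is the one the authors describe, which ranks cannot show. There is 1 color, so no direction of a ratio stays open. The values reported here start again from the signals and detection p-values, with limma's normal-exponential background correction (offset 16), quantile normalization and log2. A linear model over all 16 arrays gives each day's difference between Dox and vehicle, and adjusted p-values are limma's moderated ones with Benjamini-Hochberg adjustment over all probes, with 0.05 as the threshold. Where a gene was not above background in a whole group, its fold is a bound, written as at least N-fold: the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest above-background value on that array and the probe's own value. A gene whose 4 Dox-treated and 4 vehicle arrays do not overlap has a two-sided exact permutation p of 0.029, the smallest that 4 against 4 allow, and chance alone gives such a separation to 2.9% of probes. Gene lists fixed before the data were examined were tested with camera, which compares a list with all other genes. Its adjusted p is over all the lists of a comparison, and each list also has counts adjusted over the list alone. Because the paper's tables had been read when the lists were written, each list was also tested without the members that the paper lists or names, an alternative chosen after the data were seen, which takes out responsive genes by its construction.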

C4-2B/Rx2^dox ^cells were subjected to microarray gene expression analysis after one- and two- days of treatment with either Dox or vehicle in biological quadruplicates (a total of 16 samples). Of 24,526 probes represented in the microarray, 532 genes showed ≥2-fold increased expression and 378 genes showed ≥2-fold decreased expression with high statistical significance (*p *< 0.008) on either day of treatment (see additional file 1). 

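SGK1 [probe ILMN_1702487, chromosome 6, 134169256 to 134318112 of GRCh38], a serum- and glucocorticoid-regulated kinase, rose 18.4-fold by day 1 (log2 fold change 4.2, standard error 0.079, adjusted p = 7.1e-16) and 42.6-fold by day 2 (log2 fold change 5.41, standard error 0.079, adjusted p = 1.1e-17). CBLN2 [probe ILMN_1796069, chromosome 18, 72536681 to 72638521 of GRCh38], a secreted cerebellin, fell 5.07-fold on day 1 (log2 fold change -2.34, standard error 0.067, adjusted p = 1.1e-13), the largest fall of that day among the genes that pass the rule for named genes, and 4.88-fold on day 2 (adjusted p = 3.9e-14). KRT80, a keratin, was not above background with vehicle and rose at least 8.07-fold on day 1 (adjusted p = 2.3e-12) and at least 5.62-fold on day 2 (adjusted p = 1.4e-12). Its replicate 1 of Dox day 2 lay at 8.08, apart from the other 3 at 7.87 to 7.89. DENND2A, a DENN domain protein, was likewise not above background with vehicle and rose at least 4.98-fold and at least 7.76-fold (adjusted p = 8.1e-14 and 1.6e-15).
On day 1, 2185 probes were higher and 2437 lower with Dox at an adjusted p under 0.05, and on day 2 3530 were higher and 3565 lower. With a fold of at least 2 in addition, day 1 keeps 270 higher and 83 lower probes and day 2 keeps 655 and 615. With the rule of the paper's text, at least 2-fold on either day and an adjusted p of the treatment under 0.008, 686 probes were higher and 633 lower. These either-day counts depend on the background correction: without one they are 278 and 261, and with an offset of 50 they are 432 and 406. With the 2-fold change taken over both days together they are 411 and 309.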

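Prolactin-induced protein (PIP) and THBS1, a secreted matrix glycoprotein, are among the strongly up-regulated genes on both platforms, and GDF15, MYC, MYB, E2F2, CDK2 and CDCA4 are lower on both. Of the 38 genes with an RT-qPCR fold in the paper's Table 1, 37 have a named probe, and the array's day 2 change ran in the RT-qPCR's direction for 37 of the 37. For 29 of them the RT-qPCR change was the larger one. For genes not above background with vehicle the array gives only a bound. SDC2, a cell surface proteoglycan, rose at least 1.59-fold on the array, where the paper's RT-qPCR value is 32-fold, and NR2F1, a nuclear receptor, rose at least 5.83-fold, where the paper's value is 2-fold. Across the 37 genes, Pearson's r between the log2 changes is 0.879 (permutation p = 1e-05, the smallest that 100000 resamples can give) and Spearman's rho is 0.649 (permutation p = 3e-05). Without the 2 genes farthest from the median of the array changes r is 0.83. The genes were picked by the study and are not independent replicates, and an RT-qPCR fold stated as above 50 was taken as 50. Raised and lowered genes lie far apart on both platforms, which by itself makes r high. No r was computed among the raised genes alone. The paper's RT-qPCR used the day 2 samples, so the shared directions are not evidence from separate cultures.

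**Figure D1:**
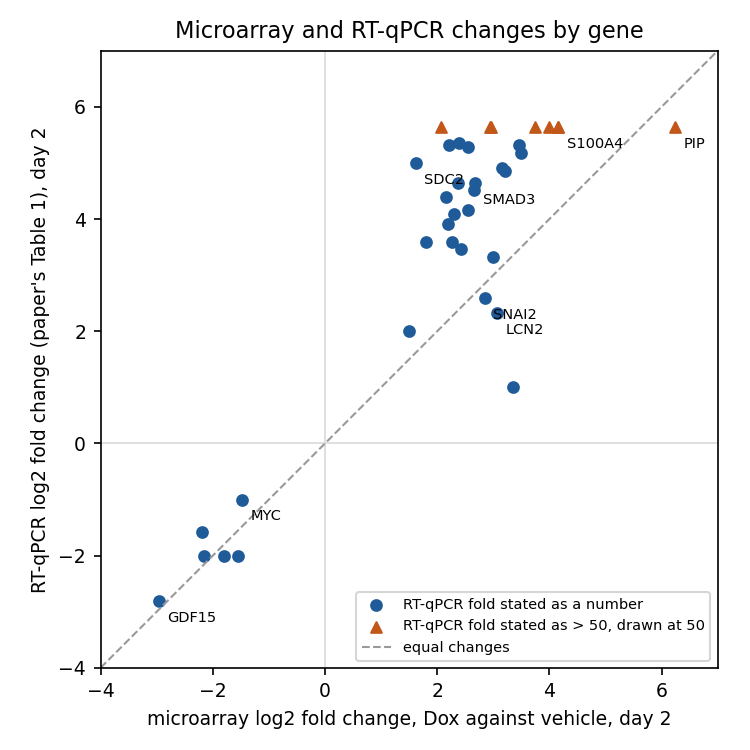
Each point is 1 of the 37 genes, with its fitted array log2 fold change on day 2 on the x axis and the log2 of the paper's RT-qPCR fold on the y axis; triangles are folds stated as above 50 and drawn at 50, and the dashed line marks equal changes. The 37 points share the sign of both changes, 29 of them farther from 0 on the y axis than on the x axis, and genes not above background with vehicle, such as SDC2 at 1.62 and 5.00, have array values that can understate the change.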

RT-qPCR analysis of 50 representative genes conformed to the microarray data (Table 1 and additional file 2).

**Table 1:** Genes most responsive to Runx2 in C4-2B cells

*Gene ID*	*Symbol*	*Gene Name*	*Anova*	*Fold change*			*Description of cancer related or other major function*	*Reference*
			*p value*	I	II	q		
***Transcription regulators***								
7069	THRSP	Thyroid hormone responsive	3.5E-06	7	5		Transcription of enzymes involved in tumor lipid metabolism	
29947	DNMT3L	DNA (cytosine-5-)-methyltransferase 3-like	5.5E-08	5	6	> 50	DNA methylation, nucleic acid metabolic process	
4091	SMAD6	SMAD family member 6	8.1E-10	5	4		Cell communication, TGF-beta receptor signaling pathway	
6591	SNAI2	Snail homolog 2 (Drosophila)	8.8E-07	4	12	6	Promotes EMT by repressing E-cadherin transcription	[44]
6662	SOX9	SRY (sex determining region Y)-box 9	4.4E-07	4	6	17	Promotes chondrocyte differentiation, cell migration, and EMT	[110]
7025	NR2F1	Nuclear receptor subfamily 2,	3.5E-07	3	14	2	Ligand-dependent receptor, regulation of transcription termination	
678	ZFP36L2	Zinc finger protein 36, C3H type-like 2	4.1E-09	3	10		Regulation of RNA metabolic process	
4088	SMAD3	SMAD family member 3	6.3E-10	3	7	25	Signal transducer downstream of TGF-β receptors	
283248	RCOR2	REST corepressor 2	2.9E-06	3	7		Negative regulation of transcription	
10217	CTDSPL	Small CTD phosphatase 3	1.9E-09	-2	-3		Phosphatase, dephosphorylates Rb, suppresses cellular growth	
1870	E2F2	E2F transcription factor 2	8.2E-10	-2	-5	-4	Transcription activator, regulation of cell cycle progression, proliferation	
90390	MED30	Mediator complex subunit 30	< 1.0E-12	-2	-3		Transcription activator, Androgen receptor signaling pathway	
4609	MYC	V-myc myelocytomatosis viral oncogene	2.9E-07	-2	-3	-2	Positive regulation of cell proliferation, apoptosis	[111,112]
29893	PSMC3IP	PSMC3 interacting protein	3.5E-08	-2	-4		Gene expression from RNA PolII	
4602	MYB	Viral oncogene homolog (avian)	1.6E-08	-3	-5	-3	G1/S transition of mitotic cell cycle	
4824	NKX3-1	NK3 homeobox 1	3.7E-08	-3	-3		Transcription repressor, loss induces prostate tumorigenesis	
***Intracellular signaling, cell cycle and proliferation***								
51655	RASD1	RAS, dexamethasone-induced 1	6.8E-12	26	19	> 50	Ras related, suppresses cell proliferation, inhibits tumor growth	[92]
6446	SGK	Serum/glucocorticoid regulated kinase 1	< 1.0E-12	19	45		Cellular Na^+ ^ion homeostasis, cell survival	
57007	CXCR7	Chemokine receptor 7	9.2E-11	8	12	30	Receptor for SDF-1, GPCR, enhanced integrin activation and tumor growth	[113]
1843	DUSP1	Dual specificity phosphatase 1	9.1E-13	8	8	10	Regulator of cell cycle, response to stress	[114]
5580	PRKCD	Protein kinase C, delta	2.0E-11	6	5	12	Serine-Threonine Kinase, cell proliferation, cell contraction	
55890	GPRC5C	G protein-coupled receptor, family C	1.3E-09	5	5	25	GPCR, cell communication	
10461	MERTK	C-mer proto-oncogene tyrosine kinase	6.2E-10	4	6	39	Protein amino acid phosphorylation	
5920	RARRES3	Retinoic acid receptor responder 3	4.3E-08	3	8	40	Negative regulation of cell proliferation	
1903	EDG3	Sphingosine-1-phosphate receptor 3	4.8E-10	3	7		GPCR, enhances tumor growth, cell migration, and angiogenesis	[77-79,115,116]
8877	SPHK1	Sphingosine kinase 1	7.5E-09	3	12	36	Kinase for the production of S1P, enhances tumor growth, cell migration, and angiogenesis, PCa cell survival against chemotherapy, osteoclast chemotaxis	[77-79,115,116]
7049	TGFBR3	Transforming growth factor, β receptor III	7.1E-09	3	4	12	Negative regulation of TGFβ receptor signaling pathway	
4921	DDR2	Discoidin domain receptor tyrosine kinase 2	2.9E-05	2	5		Collagen binding, cell proliferation	
1017	CDK2	Cyclin-dependent kinase 2	1.3E-03	-2	-3	-4	Kinase, mitotic cell cycle, cell proliferation	
55038	CDCA4	Cell division cycle associated 4	7.2E-08	-2	-4	-4	Repressor of E2F-dependent transcriptional activation and cell proliferation	
5997	RGS2	Regulator of G-protein signaling 2, 24 kDa	9.0E-09	-3	-3		Cell cycle, GPCR signaling pathway, cell communication	
25805	BAMBI	BMP and activin membrane-bound inhibitor homolog (Xenopus laevis)	9.7E-10	-2	-3		TGF-β signaling pathway	
***Cellular movement, adhesion, invasion, cytoskeleton remodeling***								
89797	NAV2	Neuron navigator 2	6.7E-09	9	10	29	Scaffold protein, actin cytoskeleton remodeling, nervous system development	[53]
27111	SDCBP2	Syndecan binding protein 2	2.2E-03	6	15		Binds SDC2, regulates cell adhesion and communication with ECM molecules	[84,85]
11344	PTK9L	Twinfilin	9.0E-10	6	5	11	Actin-binding protein, cytoskeleton organization	[57]
83715	ESPN	Espin	2.1E-08	5	8	> 50	Actin-binding-bundling protein, actin cytoskeleton dynamics, cell locomotion	[54,117,118]
51474	LIMA1	Eplin, LIM domain and actin binding 1	3.0E-10	4	5	15	Cytoskeleton-associated protein, regulation of actin filament depolymerization	[56]
8829	NRP1	Neuropilin 1	4.1E-08	4	11	40	TM, coreceptor for VEGF, collagen binding, cell adhesion, invasion	[119]
4582	MUC1	Mucin 1, cell surface associated	1.1E-09	4	4		TM, cell adhesion, invasion	[120]
4131	MAP1B	Microtubule-associated protein 1B	7.1E-09	3	9	18	Trans-membrane glycoprotein, cytoskeleton organization	[55,121]
9644	SH3PXD2A	SH3 and PX domains 2A	1.4E-09	3	7		Adaptor protein, ECM degradation by actin based invadopedia formation	[122]
6275	S100A4	S100 calcium binding protein A4	2.6E-08	2	24	> 50	EF-hand calcium-binding protein, promotes cell motility, tumor metastasis	[49]
6383	SDC2	Syndecan 2	3.1E-06	2	5	32	TM, bind signaling factors, cell adhesion, angiogenesis, ECM degradation	[84,85]
1013	CDH15	Cadherin 15, type 1, M-cadherin	6.9E-08	2	5	21	TM, Ca^2+^dependent intercellular adhesion, skeletal muscle development	[123]
***Secreted factors***								
1437	CSF2	Colony stimulating factor 2/GM-CSF	2.3E-09	12	17	> 50	Cytokine, osteolytic bone metastasis	[72]
5225	PGC	Progastricsin (pepsinogen C)	3.9E-12	11	15		Aspartyl proteinase	[47]
5304	PIP	Prolactin-induced protein	< 1.0E-12	10	79	> 50	Aspartyl proteinase, ligand for CD4 receptor T cells	[46]
8857	FCGBP	Fc fragment of IgG binding protein	1.5E-09	5	9		Cell adhesion, cell-cell recognition	
6387	CXCL12	Chemokine ligand 12 (SDF-1)	2.2E-06	5	7	23	Chemokine, stem cell trafficking to bone, migration, metastasis of tumor cells	[58-65]
7422	VEGFA	Vascular endothelial growth factor A	4.5E-10	5	3	4	Growth factor, angiogenesis, cellular morphogenesis during differentiation	[88-91]
1907	EDN2	Endothelin 2	4.3E-07	5	2		Growth factor, vasoactive, G-protein signaling, smooth muscle contraction	[87]
5654	HTRA1	HtrA serine peptidase 1	6.9E-10	3	18		Serine protease, differentially expressed in osteoarthritic cartillage	[124]
3817	KLK2	Kallikrein-related peptidase 2	1.5E-08	4	3		Serine protease, protein metabolic process	
4880	NPPC	Natriuretic peptide precursor C	1.8E-10	4	17	> 50	Peptide, potent natriuretic, diuretic, and vasodilating	
7057	THBS1	Thrombospondin 1	3.0E-10	4	14	> 50	Cell adhesion, heparin-binding, anti-angiogenic	
3934	LCN2	Lipocalin 2	5.1E-08	4	10	5	ECM protein, present ligands to cell surface receptors, promotes EMT	[45]
6462	SHBG	Sex hormone-binding globulin	8.7E-10	4	10		Steroid-binding, signal	
57642	COL20A1	Collagen, type XX, α 1	4.9E-07	4	10	> 50	Adhesion, establishment of localization, transport	
4254	KITLG	KIT ligand	2.3E-08	4	7	41	Hematopoietic growth factor and ligand for the KIT tyrosine kinase receptor	
4884	NPTX1	Neuronal pentraxin I	2.5E-07	3	20		Cell-cell signaling, transport, establishment of localization	
3486	IGFBP3	IGF binding protein 3	2.2E-08	3	7		Regulation of cell growth, communication, apoptosis	
9806	SPOCK2	Sparc/osteonectin, cwcv, kazal-like domains proteoglycan (testican) 2	1.1E-06	3	4		Cell differentiation, ECM organization and biogenesis	
8530	CST7	Cystatin F (leukocystatin)	3.0E-09	2	25		Competitive inhibitors of cysteine proteases, metastasis associated protein	[48]
4885	NPTX2	Neuronal pentraxin II	7.6E-09	2	6		Cell-cell signaling, synaptic transmission	
147381	CBLN2	ADAM MMP with Thbs-1 motif	5.2E-12	-3	-3		Peptidase, cleavage of precerebellin in the nervous system	
6781	STC1	Spondin 2	3.6E-08	-3	-3		ECM protein, integrin ligand, pattern recognition	
7035	TFPI	Tissue factor pathway inhibitor	3.9E-05	-3	-4		Kunitz-type inhibitor of blood coagulation by blocking factor Xa	
9518	GDF15	Growth differentiation factor 15	1.6E-09	-2	-8	-7	Growth factor, TGF-β signaling pathway, cell communication	

Fold changes on day 1 and day 2 are listed in columns I and II respectively, and column q lists fold changes based on RT-qPCR analysis of the day-2 samples. Major gene functions were determined using knowledge databases from OMIM (Online Mendelian Inheritance of Man), IPA™ systems and the indicated referenced literature. Abbreviations: EMT, epithelial to mesenchymal transition; TM, transmembrane; GPCR, G-protein coupled receptor; ECM, extracellular matrix.

An unsupervised hierarchical analysis of these 910 up- and down-regulated genes resulted in a clear separation between the Dox-treated and control samples (Figure 2). 

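With average-linkage clustering on the 1319 probes that pass the paper's rule in these values, the 8 Dox-treated and the 8 vehicle arrays form the 2 main branches, and a division into 4 branches gives the 4 groups. Probes picked for a difference between Dox and vehicle must separate the groups, so the clustering was repeated on probes not picked for it. On all 24526 probes, 16 of 16 arrays stay on the branch of their own treatment, and this also holds for the 6132 most variable probes, where 4 branches no longer match the 4 groups in either case. On the 10796 probes above background on at least 4 arrays the 4 branches are again the 4 groups. Over all probes, each centered on its mean over the arrays, the mean distance (1 minus the correlation) between Dox-treated and vehicle arrays exceeded that within the groups by 0.784 on day 1 and by 1.28 on day 2 (exact permutation p = 0.029 for each day).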

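Replicate arrays of a group correlated at r = 0.993 to 0.996 over all probes. Vehicle and Dox-treated arrays correlated at 0.985 to 0.987 on day 1 and at 0.969 to 0.972 on day 2, and vehicle arrays of the different days at 0.991 to 0.993. The median SD of a probe above background was 0.117 log2 units in vehicle day 1, 0.1 in Dox day 1, 0.104 in vehicle day 2 and 0.128 in Dox day 2. For the genes named here, 1 array of the 4 stood apart from the other 3 by Dixon's test in 17 of the 316 gene and array-measure groups tested (5.38%, against about 1 in 20 by chance), and 11 of these 17 arrays are a replicate 1.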

The variation among the biological quadruplicates was small, indicating the overall robustness of the methodology utilized. 

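Several genes followed different courses on day 1 and day 2. NEK2 [probe ILMN_2051373, chromosome 1, 211658256 to 211675621 of GRCh38], a centrosomal kinase of mitosis, rose 1.27-fold on day 1 (log2 fold change 0.35, standard error 0.088, adjusted p = 0.0077) and fell 5.8-fold on day 2 (log2 fold change -2.54, standard error 0.088, adjusted p = 2.7e-13). ID1 [probe ILMN_1664861, chromosome 20, 31605289 to 31606510 of GRCh38], a helix-loop-helix inhibitor of transcription factors induced by BMP signaling, fell 3.04-fold on day 1 (log2 fold change -1.61, standard error 0.11, adjusted p = 5.7e-09), and its day 2 log2 fold change was -0.18 (adjusted p = 0.27; without vehicle day 2 replicate 4 it passes, at -0.279, and over the alternatives the adjusted p runs from 0.043 to 0.62). In the vehicle cultures ID1 fell between the days (-1.52, adjusted p = 1.2e-07), and with Dox it moved by -0.092. A second ID1 probe was not above background. PLEKHS1, a pleckstrin homology domain protein, rose 11.3-fold on day 1 (log2 fold change 3.50, adjusted p = 3.9e-15; replicate 1 of Dox day 1 at 8.94, the other 3 at 9.18 to 9.19) and at least 5.78-fold on day 2 (adjusted p = 2.6e-14). SCGB1C1, a secretoglobin, and CETP, a plasma lipid transfer protein, were not above background in any vehicle array or on day 1 with Dox and rose at least 10.6-fold and at least 5.61-fold on day 2 (adjusted p = 1.6e-14 and 8.1e-13).
The change by Dox differed between the days for 2680 probes (interaction of day and treatment, limma, adjusted p under 0.05). Of the 686 probes higher on either day, 461 had the larger change on day 2, 26 had it on day 1, and 199 showed no interaction. Of the 633 lower probes, 521 had the larger change on day 2, 9 on day 1, and 103 showed no interaction. Vehicle arrays alone differed between the days for 2593 probes, so the interaction also carries changes of the vehicle cultures. No chips are named for the arrays, so a difference between chips was not separated from one between the days.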

Gene clusters showing changes in expression pattern with respect to time and Dox treatment were clearly discernable. In general, changes observed on day 1 of treatment were maintained or intensified by day 2.

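Of the 353 probes changed at least 2-fold on day 1 (270 higher and 83 lower), 351 kept their direction on day 2 and 348, or 98.6%, were also called there. The change was larger on day 2 for 246 of them (69.7%), and the difference between the days passed the interaction test for 154. For 35 probes the change was smaller on day 2 by the same test, and for 164 no interaction was detected. LINGO4, a leucine-rich repeat protein, shows an increase of the response: it rose 4.81-fold on day 1 (above background on 1 of the 4 vehicle arrays; adjusted p = 5.3e-11) and at least 13.1-fold on day 2 (adjusted p = 3.7e-15), with replicate 3 of Dox day 1 at 7.67 and the other 3 at 7.48 to 7.49. Without the 2-fold limit on day 1, 79.9% of the probes called on day 1 were called in the same direction on day 2.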

**Figure 2:**
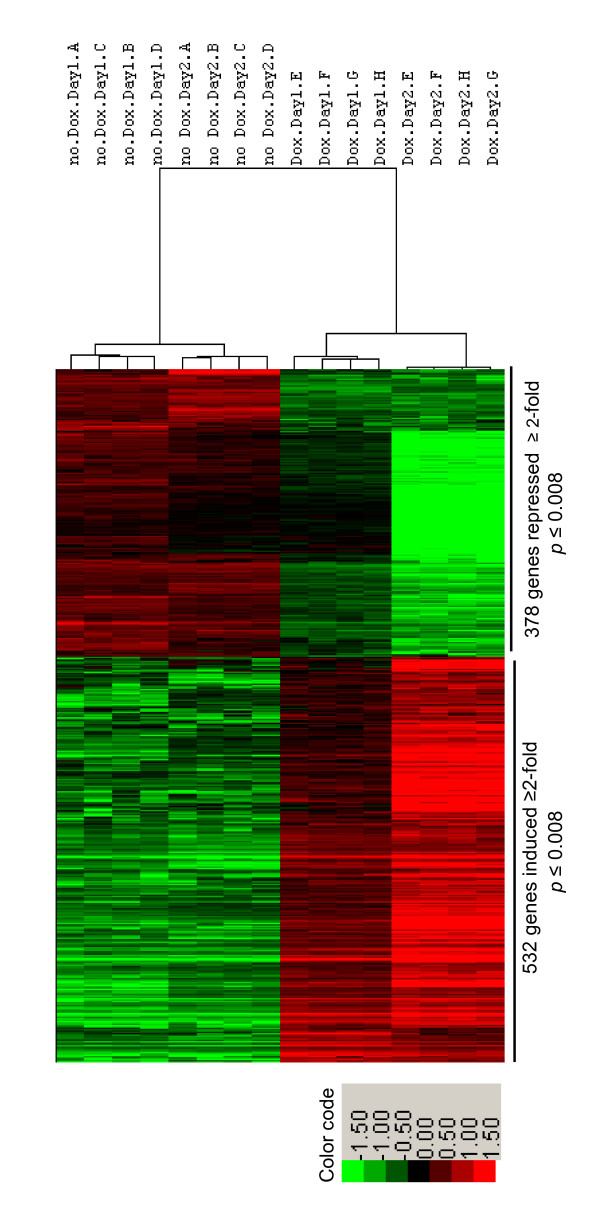
**Unsupervised hierarchical clustering of differentially expressed genes**. Genes that Runx2 up- or down-regulated by ≥2-fold on either day 1 or day 2 (total: 910 genes) with *p *< 0.008 were subjected to pearson's centered correlation matrix. Heatmap represents intensity values relative to the median intensity across all 16 samples per probe after background subtraction and normalization.

We next employed the Ingenuity Pathway Analysis (IPA™) platform to indentify disease pathways, as well as molecular and cellular functions associated with Runx2-regulated genes. The analysis suggested 'cancer' as the disease most significantly associated with both the up- and the down-regulated gene groups (Table 2). 

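MYB [probe ILMN_1711894, chromosome 6, 135181308 to 135219172 of GRCh38], a transcription factor and proto-oncogene, fell 2.96-fold on day 1 (log2 fold change -1.57, standard error 0.12, adjusted p = 5.6e-08) and 4.58-fold on day 2 (log2 fold change -2.19, standard error 0.12, adjusted p = 1.8e-10; above background on 2 of the 4 Dox arrays). SPDEF, an Ets transcription factor of prostate epithelium, fell 1.87-fold and 3.55-fold (adjusted p = 3.6e-07 and 1e-11; replicate 1 of vehicle day 1 at 11.2, the other 3 at 11). Of the 248 symbols in additional file 3, 244 have a named probe. On day 1, 118 of these were higher, 105 lower and 21 did not pass the test (adjusted over the list alone, 123 and 109), and on day 2, 128 were higher, 113 lower and 3 did not pass (128 and 113 over the list alone). The list was chosen by the study from these arrays, so these counts are not independent evidence. Camera gives an adjusted p of 0.0026 on day 1 (higher) and 0.27 on day 2, with a day 2 median log2 fold change of 0.71 and a mean of 0.21. The day 2 direction is the one the paper's file gives, 130 genes higher and 114 lower, for 236 of the 244 genes.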

A total of 248 genes, half from each group, had highly significant cancer related function (see additional file 3). Additionally, the up-regulated genes were strongly associated with genetic disorders, inflammatory responses, and gastrointestinal diseases (Table 2A). 

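RFC3 [probe ILMN_1784860, chromosome 13, 33818149 to 33977377 of GRCh38], a subunit of the clamp loader that seats the replication clamp on DNA, fell 1.74-fold on day 1 (log2 fold change -0.80, standard error 0.068, adjusted p = 1.4e-07) and 4.37-fold on day 2 (log2 fold change -2.13, standard error 0.068, adjusted p = 1e-13). CDC45, part of the replicative helicase, fell 1.73-fold and 5.12-fold (adjusted p = 7.9e-09 and 1.8e-15; replicate 1 of vehicle day 2 at 10.8, the other 3 at 10.7). EXO1, an exonuclease of DNA repair and replication, fell 1.74-fold and 5.87-fold (adjusted p = 2.8e-08 and 2.6e-15), while 1 of its other probes was not above background. Of 37 measured genes of DNA replication, 27 were lower, none higher and 10 did not pass on day 1 (28 lower over the list alone). On day 2, 32 were lower, none higher and 5 did not pass (33 lower over the list alone), with a median log2 fold change of -0.46 on day 1 and -1.29 on day 2 (camera adjusted p = 6e-15 and 1.1e-23, and 5.5e-09 and 2.3e-16 without the 10 members that the paper lists or names). Of 23 measured genes of apoptosis, 3 were higher, 6 lower and 14 did not pass on day 1 (4 and 6 adjusted over the list alone), and 3 were higher, 5 lower and 15 did not pass on day 2 (5 and 5). The apoptosis list as a whole was not called (camera adjusted p = 0.27 and 0.5).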

Among the most significant molecular and cellular functions, cellular movement, cell death, cellular growth, and proliferation were associated with the up-regulated genes, whereas cell cycle, cell death, cellular assembly and DNA replication functions were associated with the down-regulated genes (Table 2B).

**Table 2:** Diseases, Molecular and Cellular Functions associated with genes up-regulated (A) and down-regulated (B) by Runx2

A) ≥ 2 fold up-regulated, total 532 genes	*p-value*	genes
*Diseases and disorders*		
Cancer	2.5e^-07 ^- 3.0e^-03^	124
Genetic disorder	5.4e^-07 ^- 3.0e^-03^	229
Inflammatory response	3.3e^-06 ^- 2.4e^-03^	65
*Molecular and cellular functions*		
Cellular movement	9.7e^-12 ^- 2.5e^-03^	84
Cell death	2.6e^-10 ^- 3.2e^-03^	129
Cellular growth, proliferation	9.3e^-08 ^- 3.2e^-03^	108
**B) ≥ 2 fold down-regulated, total 378 genes**		
*Diseases and disorders*		
Cancer	3.3e^-29 ^- 4.1e^-03^	124
Gastrointestinal disease	3.3e^-29 ^- 3.7e^-03^	72
Genetic disorder	3.3e^-06 ^- 3.4e^-03^	174
*Molecular and cellular functions*		
Cell cycle	7.1e^-35 ^- 4.1e^-03^	102
Cellular assembly, organization	1.7e^-18 ^- 3.4e^-03^	63
DNA replication, recombination, repair	1.7e^-18 ^- 4.1e^-03^	101

IPA™ analysis indicating the association of Runx2-regulated genes to a particular category identifying the indicated disease or function. The ranges of p values indicate the statistical significance with which Runx2-regulated genes associate with the each category.

### Runx2-modulated genes are involved in tumor metastasis

#### Promotion of tissue invasion, metastasis and cytoskeleton dynamics

The major functions reported for the up-regulated genes belonged to cancer progression (Table 2). Importantly, these genes encode transcriptional regulators, cytoskeletal components, signaling molecules and peptidases, which have been implicated in tumor metastasis (Table 1). 

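Each of the 67 measured genes that the paper's Table 1 lists in its 4 categories passed the test on both days. Of 16 transcription regulators, 9 were higher and 7 lower on each day (median log2 fold change 0.86 on day 1 and 2.02 on day 2; camera adjusted p = 0.17 and 0.16). Of 16 genes of intracellular signaling, cell cycle and proliferation, 12 were higher and 4 lower (medians 1.57 and 2.32; adjusted p = 8e-11 and 9.8e-08). Of 12 genes of movement, adhesion, invasion and cytoskeleton remodeling, 12 were higher on both days (medians 1.77 and 2.7; adjusted p = 2e-19 and 3.1e-17). Of 23 measured secreted factors, 19 were higher and 4 lower (medians 1.66 and 2.67; adjusted p = 3.7e-17 and 4.6e-14). Adjusted over each list alone the counts are the same. The study picked these genes from the same arrays as the most responsive ones, so the counts are not independent evidence of a direction.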

The transcription factors Sox9 and SNAI2, and the extracellular-matrix (ECM) protein LCN2, all major regulators of epithelial-to-mesenchymal transition (EMT) [44,45], were up-regulated by ~4-fold after one day and by > 6-fold after two days of Runx2 induction, and their upregulation was confirmed by RT-qPCR (Table 1). However, the functional significance of these EMT markers requires further investigation in light of the unexpected increase in E-cadherin mRNA (see additional file 4). 

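SOX9 [probe ILMN_1805466, chromosome 17, 72121020 to 72126416 of GRCh38], a transcription factor of cartilage formation, was not above background in any vehicle array. It rose at least 1.67-fold on day 1 and at least 3-fold on day 2 (adjusted p = 4.3e-09 and 7.5e-12). Replicate 1 of Dox day 1 lay at 6.54 and the other 3 at 6.06 to 6.13. SNAI2 [probe ILMN_2082585, chromosome 8, 48917598 to 48921429 of GRCh38], a zinc finger repressor of E-cadherin, was above background on 1 of the 4 Dox day 1 arrays (log2 signal 5.40 ± 0.081 with Dox and 4.43 ± 0.15 with vehicle, mean ± SD, n = 4, adjusted p = 1.5e-07). On day 2 SNAI2 rose at least 3.76-fold (adjusted p = 3.9e-14). LCN2, the secreted lipocalin-2, was above background on 2 of the 4 Dox day 1 arrays (5.45 ± 0.18 with Dox, 4.43 ± 0.048 with vehicle, adjusted p = 8e-07) and rose at least 5.91-fold on day 2 (adjusted p = 1.3e-13).
Of 21 measured genes of the mesenchymal state, 8 were higher, none lower and 13 did not pass on each day (over the list alone, 8 higher and 2 lower on day 1, 9 higher on day 2; camera adjusted p = 0.00042 and 0.00052). The median log2 fold change was 0.07 on day 1 and 0.06 on day 2. The call rests on genes that the study picked from these arrays: without the 6 members that the paper lists or names, 3 of 15 were higher and none lower on each day, and the list is not called (adjusted p = 0.47 and 0.37). VIM, the intermediate filament vimentin, rose 1.49-fold on day 2 (log2 fold change 0.57, standard error 0.079, adjusted p = 1.5e-05). On day 1 its log2 fold change was 0.28 (adjusted p = 0.016, from 0.004 to 0.089 over the alternatives). That call is lost without vehicle day 1 replicate 3 (0.252), without Dox day 1 replicate 2 (0.251) and with no background correction (0.106).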

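E-cadherin (CDH1) [probe ILMN_1770940, chromosome 16, 68737292 to 68835537 of GRCh38], the adhesion molecule of epithelial junctions, rose 1.78-fold on day 1 (log2 signal 10.91 ± 0.045 with vehicle and 11.74 ± 0.076 with Dox, mean ± SD, n = 4; log2 fold change 0.83, standard error 0.071, adjusted p = 1.4e-07) and 1.99-fold on day 2 (log2 fold change 0.99, standard error 0.071, adjusted p = 3.9e-09). KRT8, a keratin of simple epithelia, rose 1.98-fold and 2.34-fold (adjusted p = 1.1e-08 and 1.5e-10). TJP1, the tight junction scaffold ZO-1, fell 1.94-fold and 2.3-fold (adjusted p = 1.8e-06 and 3.1e-08). Of 19 measured epithelial genes, 7 were higher, 2 lower and 10 did not pass on day 1 (7 and 4 adjusted over the list alone). On day 2, 6 were higher, 7 lower and 6 did not pass, with the same counts over the list alone. The list was not called as a whole (camera adjusted p = 0.094 and 0.58, with 0.041 on day 1 under median scaling and up to 0.73 elsewhere), and its day 1 median (-0.02) and mean (0.20) differ in sign.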

Runx2 also enhanced the expression levels of multiple transcripts encoding matrix modifying peptidases (Table 1). These included MMP9, a known Runx2 target in BCa cells [28] and aspartyl proteases with fibronectin degrading activities such as Prolactin Induced Protein (PIP) and Pepsinogen (PGC) [46,47]. 

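HTRA1 [probe ILMN_1676563, chromosome 10, 122461553 to 122514907 of GRCh38], a secreted serine protease, was not above background with vehicle and rose at least 2.03-fold on day 1 and at least 9.45-fold on day 2 (adjusted p = 1.2e-09 and 2.6e-15). ST14 [probe ILMN_1699887, chromosome 11, 130159782 to 130210362 of GRCh38] (matriptase), a membrane-bound serine protease of epithelia, rose 2.3-fold (log2 fold change 1.20, standard error 0.094, adjusted p = 4.3e-08) and 2.37-fold (log2 fold change 1.25, standard error 0.094, adjusted p = 6.9e-09). ADAMTS1, a secreted metalloprotease, went the other way and fell 3.08-fold and 2.62-fold (adjusted p = 1.7e-10 and 2.9e-10; replicate 3 of Dox day 2 at 6.54, the other 3 at 6.91 to 6.97). Of 32 measured genes of matrix proteases, 9 were higher, 1 lower and 22 did not pass on day 1 (10 and 1 adjusted over the list alone), and 13 were higher, 2 lower and 17 did not pass on day 2 (13 and 2; camera adjusted p = 6.3e-05 and 0.00013). The list's median log2 fold change was 0.12 and 0.13. Without the 10 members that the paper lists or names, such as PIP and PGC, 1 of 22 was higher and none lower on day 1 and 5 were higher and 1 lower on day 2, and the list is not called (adjusted p = 0.31 and 0.22).
Among inhibitors of such enzymes, the secreted inhibitor SLPI rose 4.66-fold and 7.34-fold (adjusted p = 1e-13 and 1.3e-15). SERPINE2, a serpin that blocks thrombin and plasminogen activators, fell 1.64-fold and 2.69-fold (adjusted p = 2.7e-07 and 8.3e-12; replicate 4 of Dox day 1 at 7.43, the other 3 at 7.49 to 7.5). Of 20 measured protease inhibitors, 5 were higher, 2 lower and 13 did not pass on day 1, and 7, 2 and 11 on day 2, with the same numbers higher and lower over the list alone (camera adjusted p = 0.21 and 0.09). Over its 8 members above background on at least 4 arrays these are 0.012 and 0.017, but CST7 enters that set through the Dox-treated arrays alone, so this is not separate evidence. The other alternatives reach 0.4 on day 1 and 0.19 on day 2.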

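MMP9 [probe ILMN_1796316, chromosome 20, 46008908 to 46016561 of GRCh38], a gelatinase, was not well above background on any of the 16 arrays. Its log2 signal was 4.42 ± 0.072 with vehicle and 4.47 ± 0.096 with Dox on day 1 (mean ± SD, n = 4; adjusted p = 0.71) and 4.42 ± 0.066 and 4.34 ± 0.060 on day 2 (adjusted p = 0.4), so no fold is given. The paper reports a rise of MMP9 by RT-qPCR (its Figure 1F).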

The latter two showed a rapid ~10-fold increase within 24 hours (Table 1) and PIP exhibited the highest change (79-fold) in response to Runx2 on day 2 (Table 1 and additional file 2). 

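PIP [probe ILMN_2092077, chromosome 7, 143132077 to 143139739 of GRCh38], a secreted protein of the mammary and prostate glands, rose 9.61-fold on day 1, from a log2 signal of 6.73 ± 0.073 with vehicle to 10.00 ± 0.034 with Dox (mean ± SD, n = 4; log2 fold change 3.27, standard error 0.081, adjusted p = 1.6e-14). On day 2 it rose 75.5-fold, from 6.44 ± 0.21 to 12.68 ± 0.038 (log2 fold change 6.24, standard error 0.081, adjusted p = 3.4e-18), the largest rise of that day among the genes that pass the rule for named genes. Replicate 1 of vehicle day 2 lay at 6.12 and the other 3 at 6.5 to 6.58. PGC [probe ILMN_1795484, chromosome 6, 41736711 to 41747397 of GRCh38], the precursor of an aspartic protease of the stomach, rose 11.1-fold on day 1 (log2 fold change 3.47, standard error 0.071, adjusted p = 1.5e-15) and 14.8-fold on day 2 (log2 fold change 3.89, standard error 0.071, adjusted p = 1.6e-16). The day 2 change exceeded the day 1 change for both genes, by 2.97, adjusted p = 6.5e-11, for PIP and by 0.42, adjusted p = 0.0097, for PGC on the log2 scale.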

PIP protein in the C4-2B/Rx2^dox ^culture supernatant was below detectable levels under control conditions, but was readily detected after induction of Runx2 (Figure 3). We also found increased transcript levels for Cystatin 7 (CST7), S100A4 and SMAD3, with a mild ~3-fold increase on day 1, but a robust > 20-fold increase on day 2 (Table 1). These genes function as metastasis promoters [48,49]. 

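CST7 [probe ILMN_1679826, chromosome 20, 24949269 to 24959928 of GRCh38], an inhibitor of cysteine proteases, was not above background with vehicle and rose at least 1.33-fold on day 1 and at least 13.9-fold on day 2 (adjusted p = 4.8e-07 and 9.2e-16). S100A4, a calcium-binding protein of motile cells, was not above background with vehicle either and rose at least 1.37-fold and at least 13-fold (adjusted p = 1.1e-06 and 1.2e-14). SMAD3 [probe ILMN_1682738, chromosome 15, 67065602 to 67195169 of GRCh38], which carries TGF-beta signals to the nucleus, was above background on every array and rose 2.93-fold on day 1 (log2 fold change 1.55, standard error 0.098, adjusted p = 3.2e-09) and 6.38-fold on day 2 (log2 fold change 2.67, standard error 0.098, adjusted p = 5.6e-13). For SMAD3, replicate 2 of Dox day 1 lay at 7.4 (the other 3 at 7.27 to 7.28) and replicate 2 of vehicle day 2 at 6 (the other 3 at 5.63 to 5.68). Of 32 measured genes of TGF-beta and BMP signaling, 4 were higher, 7 lower and 21 did not pass on day 1, and 7, 3 and 22 on day 2, with the same numbers over the list alone. The list was not called (camera adjusted p = 0.5 and 0.46), and on day 2 its median of -0.04 and its mean of 0.16 differ in sign.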

Interestingly, S100A4 and SMAD3 physically interact to potentiate cancer cell invasiveness [50].

**Figure 3:**
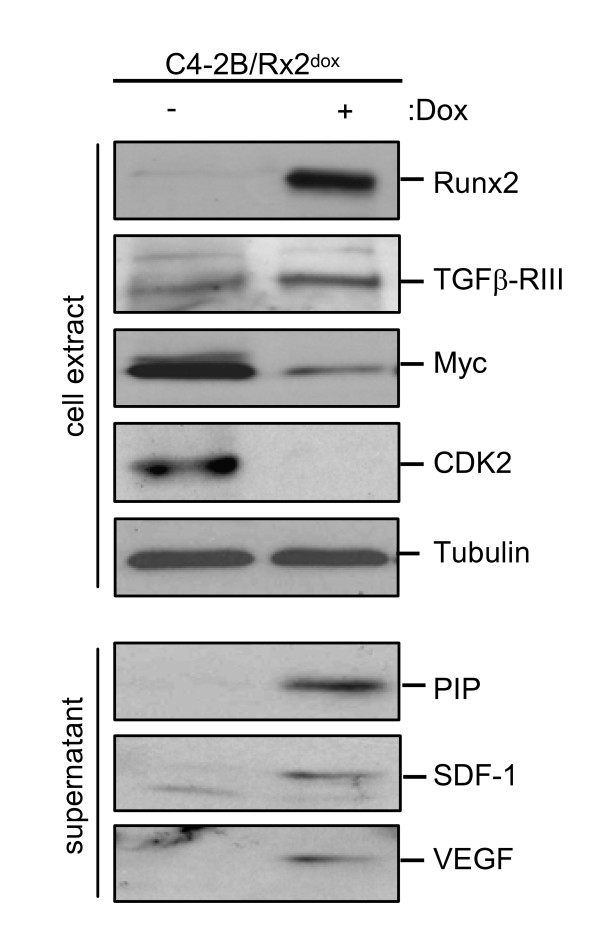
**Runx2-regulated protein expression**. C4-2B/Rx2^dox ^cells were treated with Dox or vehicle control, and proteins extracted as whole cell lysate (*upper panel*) or the supernatant (*bottom panel*) were subjected to western blot analysis using the indicated antibodies.

Runx2 also up-regulated genes involved in cellular movement and cytoskeleton remodeling (Table 1). 

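Of 30 measured genes of the actin cytoskeleton, 17 were higher, 2 lower and 11 did not pass the test on day 1 (17 and 3 adjusted over the list alone). On day 2, 18 were higher, 2 lower and 10 did not pass (19 and 2), and the median log2 fold change was 0.31 on day 1 and 0.51 on day 2 (camera adjusted p = 2.4e-07 and 6.3e-07). TAGLN [probe ILMN_1778668, chromosome 11, 117199294 to 117207465 of GRCh38], an actin-binding protein of smooth muscle and fibroblasts that belongs to the mesenchymal list, rose 2.07-fold on day 1 (log2 fold change 1.05, standard error 0.14, adjusted p = 3.2e-05) and 2.98-fold on day 2 (log2 fold change 1.57, standard error 0.14, adjusted p = 8.9e-08), while its other probes, hardly or not above background, did not pass on day 1. The actin list was fixed before the data were examined from known functions and includes genes that the paper names, such as SH3PXD2A, NAV2 and ESPN, and without the 8 members that the paper lists or names it is not called (adjusted p = 0.094 and 0.068, medians 0.11 and 0.26).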

SH3PXD2A, which was up-regulated by 7-fold on day 2, is a scaffold protein involved in the formation of invadopedia [51,52], which are matrix digesting, actin rich, short lived protrusions observed in osteoclasts and cancer cells [53]. 

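SH3PXD2A [probe ILMN_1743103, chromosome 10, 103594027 to 103855576 of GRCh38] rose 2.67-fold on day 1 (log2 signal 8.05 ± 0.22 with vehicle and 9.47 ± 0.20 with Dox, mean ± SD, n = 4; log2 fold change 1.42, standard error 0.11, adjusted p = 4.5e-08). On day 2 it rose 7.25-fold (7.68 ± 0.11 and 10.53 ± 0.13; log2 fold change 2.86, standard error 0.11, adjusted p = 1.2e-12). The day 2 change was the larger (interaction 1.44, adjusted p = 5.4e-06).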

Runx2 up-regulated by > 9-fold the transcripts for Nav2, a scaffold protein crucial for actin cytoskeleton remodeling [53]. 

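NAV2 [probe ILMN_2399300, chromosome 11, 19345236 to 20121601 of GRCh38] rose 7.99-fold on day 1 (log2 fold change 3.00, standard error 0.16, adjusted p = 4.2e-10) and 9.19-fold on day 2 (log2 fold change 3.20, standard error 0.16, adjusted p = 4.1e-11), reaching log2 signals of 8.20 ± 0.15 and 8.58 ± 0.14 (mean ± SD, n = 4). It was above background on 2 of the 4 vehicle arrays of day 1 and 1 of the 4 of day 2, and its second probe was not above background.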

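The espin gene ESPN [probe ILMN_1806710, chromosome 1, 6424776 to 6461370 of GRCh38], whose product bundles actin filaments, rose 4.89-fold on day 1 (log2 fold change 2.29, standard error 0.12, adjusted p = 4.2e-10; above background on 2 of the 4 vehicle arrays) and 7.81-fold on day 2 (log2 fold change 2.97, standard error 0.12, adjusted p = 3.1e-12). LIMA1, which encodes the actin-binding protein EPLIN, rose 4.12-fold and 4.58-fold (adjusted p = 1.7e-12 and 1e-13). The twinfilin gene TWF2 rose 5.7-fold and 5.36-fold (adjusted p = 2.4e-12 and 6.8e-13). MAP1B, a microtubule-associated protein, was not above background with vehicle, passed it on 1 of the 4 Dox arrays of day 1 (log2 signal 4.49 ± 0.10 with vehicle and 5.30 ± 0.17 with Dox, mean ± SD, n = 4, adjusted p = 0.00011), and rose at least 3.59-fold on day 2 (adjusted p = 2.3e-11).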

Other genes that were up-regulated by > 3-fold, with known roles in actin cytoskeleton dynamics included ESPN, which interacts with the Src-homology 3 (SH3) adaptor proteins to regulate cytoskeletal actin functions [54]; MAP1B, known to maintain cytoskeletal integrity [55]; LIMA1, which cross-links actin monomers [56]; and PTK9L (a.k.a. twinfiln), which sequesters ADP-actin monomers in the cytoplasm and delivers them to sites of rapid actin-filament assembly [57].

#### Metastasis to bone and modification of the bone microenvironment

The expression of SDF-1 and its receptor CXCR7 was enhanced by > 5-fold based on the microarray analysis and by > 20-fold based on the RT-qPCR results (Table 1). 

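CXCL12 [probe ILMN_1791447, chromosome 10, 44370165 to 44385097 of GRCh38] (SDF-1), a chemokine made by bone marrow stroma, rose 4.95-fold on day 1 (log2 fold change 2.31, standard error 0.10, adjusted p = 2.8e-11; above background on 3 of the 4 vehicle arrays) and 6.27-fold on day 2 (log2 fold change 2.65, standard error 0.10, adjusted p = 9.9e-13). Its receptor ACKR3 (CXCR7) rose 7.24-fold on day 1 (log2 fold change 2.85, standard error 0.059, adjusted p = 1.5e-15) and 8.92-fold on day 2 (log2 fold change 3.16, standard error 0.059, adjusted p = 2.1e-16). Of 25 measured genes of bone homing and turnover, 4 were higher, 2 lower and 19 did not pass on day 1 (5 and 2 adjusted over the list alone), and 6 were higher, 4 lower and 15 did not pass on day 2 (6 and 4). This list was not called as a whole (camera adjusted p = 0.17 and 0.16), while its 10 members above background on at least 4 arrays pass (0.0076 and 0.01, where the other alternatives reach 0.66 and 0.76). Genes that Dox raised can enter that set through the Dox-treated arrays alone, so this is not separate evidence.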

Runx2-induced SDF-1 protein was also detectable in the culture supernatant (Figure 3). SDF-1 signaling is critical for homing of hematopoietic cells to the bone marrow space and their survival in this environment [58-65]. Within one day, Runx2 also increased by 10-fold the mRNA for BSP (Figure 1F), whose abundant expression by bone metastatic tumor cells facilitates their attachment to the bone matrix [66-69]. Once settled in the bone microenvironment, the metastatic cells secrete regulatory molecules that stimulate bone turnover [70]. Remarkably, Runx2 enhanced the expression of the osteoclastogenic cytokine CSF2 by > 50-fold within 48 hours (Table 1). This presumably occurred by direct binding of Runx2 to the CSF2 promoter [71]. Runx2-mediated induction of CSF2 in PCa cells likely contributes to the increased bone turnover in bone metastatic sites, similar to the role of this cytokine in breast cancer bone metastasis [72]. CSF2 production by tumor cells may also contribute to accumulation of macrophages, inflammatory T cells, and cytokines [73,74] that exacerbate morbidity and mortality [75]. 

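SPHK1 [probe ILMN_2357134, chromosome 17, 76383204 to 76387855 of GRCh38], which phosphorylates sphingosine, rose 3.25-fold on day 1 (log2 fold change 1.70, standard error 0.11, adjusted p = 5e-09) and 11.2-fold on day 2 (log2 fold change 3.49, standard error 0.11, adjusted p = 9.3e-14). With vehicle it was above background on 2 of the 4 arrays of day 1 and 1 of the 4 of day 2, replicate 1 of Dox day 1 lay at 7.32 with the other 3 at 7.06 to 7.07, and a second SPHK1 probe was not above background. The receptor gene S1PR3 was above background on every array and rose 2.55-fold on day 1 (log2 fold change 1.35, standard error 0.073, adjusted p = 3.8e-10) and 6.61-fold on day 2 (log2 fold change 2.73, standard error 0.073, adjusted p = 1.2e-14). With vehicle S1PR3 itself was lower on day 2 than on day 1 (log2 signal 8.71 ± 0.074 and 8.06 ± 0.095, mean ± SD, n = 4).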

Two additional Runx2-up-regulated genes associated with osteoclast function are SPHK1, a kinase responsible for the production of sphingosine 1 phosphate (S1P), and S1P receptor 3 (S1P_3_) a.k.a. EDG3 (Table 1). Production of S1P in the bone microenvironment promotes bone resorption by chemotactically attracting osteoclast precursors [76]. The SPHK1/S1P/S1P_3 _axis plays additional roles in cancer progression, including cell growth, migration, angiogenesis, and resistance to chemotherapy [77-79]. Notably, Runx2 was the only gene differentially up-regulated in chemotherapy-resistant versus -sensitive osteosarcoma tumors [80]. Adding to this, Runx2 also repressed the expression of GDF-15, an osteoclastogenesis inhibitor [81] (Table 1). This repression was mild on day 1 (2-fold), but by day 2 GDF-15 was the most repressed gene in response to Runx2 (8-fold; Table 1 and additional file 2). Thus, Runx2-mediated alterations in gene expression may contribute to both the predilection of PCa to bone and the subsequent pathological increase in bone turnover, which further fuels growth of the metastatic tumors.

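GDF15 [probe ILMN_2188862, chromosome 19, 18386158 to 18389176 of GRCh38], a secreted member of the TGF-beta superfamily induced by cell stress, fell 2.16-fold on day 1, from a log2 signal of 11.23 ± 0.18 with vehicle to 10.12 ± 0.16 with Dox (mean ± SD, n = 4; log2 fold change -1.11, standard error 0.11, adjusted p = 6.6e-07). On day 2 it fell 7.8-fold, from 12.95 ± 0.044 to 9.98 ± 0.22 (log2 fold change -2.96, standard error 0.11, adjusted p = 5.5e-13), the largest fall of that day among the genes that pass the rule for named genes. RPRML, a reprimo-like membrane protein, follows with a 3.94-fold fall on day 1 (log2 fold change -1.98, adjusted p = 2.8e-11) and a 7.66-fold fall on day 2 (log2 fold change -2.94, adjusted p = 4.1e-14). Between the days GDF15 rose in the vehicle cultures (1.72, adjusted p = 3.2e-08), and its log2 signal with Dox moved by -0.13.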

#### Angiogenesis

Runx2 has been implicated in promoting angiogenesis by stimulating VEGFA expression during bone development [30] as well as during tumorigenesis [82]. In C4-2B/Rx2^dox ^cells, Runx2 increased VEGFA mRNA by 4-fold (Table 1) and the presence of VEGF in the cell culture supernatant was detectable only after Dox treatment (Figure 3). Additionally, our study revealed a 32-fold upregulation of the VEGFA co-receptor Syndecan-2 (SDC2; Table 1). 

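VEGFA [probe ILMN_2375879, chromosome 6, 43770211 to 43786487 of GRCh38], the main growth factor of blood vessels, rose 4.54-fold on day 1 (log2 fold change 2.18, standard error 0.085, adjusted p = 7.6e-12) and 2.83-fold on day 2 (log2 fold change 1.5, standard error 0.085, adjusted p = 1.7e-10). Replicate 1 of Dox day 1 lay at 9.01 and the other 3 at 8.88 to 8.9, and 1 of its other probes was not above background. VEGFA also rose in the vehicle cultures between the days (log2 signal 6.74 ± 0.11 and 7.66 ± 0.15, mean ± SD, n = 4). NRP1, a co-receptor of VEGF, rose 4.26-fold and 11-fold (adjusted p = 3.4e-12 and 1.4e-15). THBS1, an inhibitor of angiogenesis, rose 4.46-fold and 13.3-fold (adjusted p = 1.5e-11 and 3.5e-15). Of 24 measured genes of angiogenesis, 7 were higher, none lower and 17 did not pass on day 1 (7 and none adjusted over the list alone), and 7 were higher, 2 lower and 15 did not pass on day 2 (8 and 2; camera adjusted p = 0.00076 and 0.0067). The list's median log2 fold change was 0.11 and 0.1. Without the 6 members that the paper lists or names, 1 of 18 was higher on each day, none was lower on day 1 and 2 were on day 2, and the list is not called (adjusted p = 0.7 and 0.8).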

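SDC2 [probe ILMN_1784553, chromosome 8, 96493813 to 96611790 of GRCh38] was not above background in any vehicle array or on day 1 with Dox, where its log2 signal was 4.60 ± 0.078 and 4.96 ± 0.11 (mean ± SD, n = 4; adjusted p = 0.006), so day 1 has no fold. On day 2 it was above background on 4 of 4 Dox-treated arrays and rose at least 1.59-fold (4.48 ± 0.066 with vehicle and 6.10 ± 0.20 with Dox, adjusted p = 7.1e-11). The paper gives its RT-qPCR value in Table 1.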

SDC2, which is also a Runx2 target in osteoprogenitor cells [83], is a member of the heparan sulfate proteoglycans family, and is also implicated in cell adhesion and communication [84-86]. Interestingly, VEGFA can functionally synergize with SDF-1 to promote neoangiogenesis *in vivo *[62]. 

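EDN2 [probe ILMN_1680814, chromosome 1, 41478775 to 41484683 of GRCh38], a vasoactive peptide of the endothelin family, was not above background with vehicle on day 1 and rose at least 2.96-fold with Dox (log2 signal 7.03 ± 0.063 with Dox, mean ± SD, n = 4; adjusted p = 7.4e-10). On day 2 it rose 2.24-fold (log2 fold change 1.16, standard error 0.12, adjusted p = 4.1e-07) and was above background on 1 of the 4 vehicle arrays. That array, replicate 1, lay at 5.62 and the other 3 at 5.18 to 5.24.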

Our microarray analysis also revealed Runx2-mediated induction of the angiogenic EDN-2 gene (Table 1). Endothelins and VEGFA are secreted by PCa cells to stimulate angiogenesis as well as differentiation of neighboring osteoblasts in the bone microenvironment [72,87-91].

### Runx2 increases the invasion potential of C4-2B cells *in vitro*

Because Runx2 enhanced the expression of multiple extracellular enzymes involved in ECM degradation (Table 1), we initially tested by in-gel zymography the presence of proteases in the supernatant of Dox-treated C4-2B/Rx2^dox ^cultures. The results demonstrated that Runx2 induced several gelatin-degrading proteins, in particular one with a molecular weight of ~140 kDa, the identity of which remains to be determined (Figure 4A). We further investigated whether Runx2 stimulates invasion of C4-2B/Rx2^dox ^cells through Matrigel™, a tissue basement membrane-like preparation containing laminin, type IV collagen, heparan sulfate proteoglycans and entactin. For convenient and accurate assessment of cells that successfully invade through the Matrigel™ membrane, we transduced the C4-2B/Rx2^dox ^cells with a lentivirus constitutively expressing luciferase. Parallel trans-wells that do not contain Matrigel™ were employed as migration controls. Cells were incubated in the respective chambers in the presence or absence of Dox, and the relative migration or invasion capacity was assessed. Runx2 expression led to a 2.3-fold decrease in cell migration, but a 4.3-fold increase in invasion through Matrigel™, i.e., a ~10-fold increase in invasiveness after adjustment for the reduced cell migration (Figure 4B). The increased invasiveness was further confirmed in an independent experiment by histological staining (Figure 4C). In parallel experiments, expression of Runx2-M in C4-2B cells showed no significant effects on either migration or invasion (data not shown). Thus, expression of transcriptionally active Runx2 is sufficient to enhance the tissue invasion potential of C4-2B cells.

**Figure 4:**
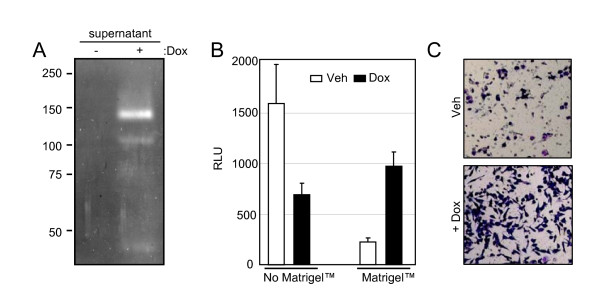
**Runx2 enhances the invasiveness of C4-2B cells**. A) Zymography of supernatants from C4-2B/Rx2^dox ^cells treated with either Dox or vehicle. Negatively-stained bands represent the activity of gelatin-degrading proteases. B) C4-2B/Rx2^dox^/Luc cells were incubated in the top chambers (inserts) of the Matrigel™ invasion system. Cell passage through inserts with and without Matrigel™ represent invasion and migration, respectively. Identical number of cells was seeded in the indicated inserts for 24 hours and the cells that appeared on the bottom side (outside) of the inserts were solubilized in lysis buffer and subjected to luciferase assay. C) The invasion of cells through the Matrigel™ membrane was assessed by staining with Diff-Quick™ solution.

### Runx2 induces cellular quiescence by reversibly inhibiting G1/S cell cycle transition

The IPA™ analysis of Runx2 down-regulated genes indicated their strong association with cell cycle and proliferation-related functions (Table 2B). Many of these down-regulated genes, as well as several up-regulated genes, shed light on the well-established anti-proliferative activity of Runx2 [2,15-17,19]. 

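The fall of mitotic genes came mostly on day 2. CENPA [probe ILMN_1801257, chromosome 2, 26786056 to 26794589 of GRCh38], the histone of the centromere, fell 1.23-fold on day 1 (log2 fold change -0.30, standard error 0.073, adjusted p = 0.0056) and 5.44-fold on day 2 (log2 fold change -2.44, standard error 0.073, adjusted p = 4.4e-14), and CCNB1, cyclin B1, fell 1.53-fold and 3.75-fold (adjusted p = 9e-05 and 2.2e-11). CDC25C, the phosphatase that starts mitosis, and KIF2C, a mitotic kinesin, fell 5.52-fold and 5.8-fold on day 2 (adjusted p = 1.8e-13 and 9.1e-14; KIF2C replicate 4 of Dox day 2 at 6.66, the other 3 at 6.34 to 6.36). CCNA2, cyclin A2, fell 1.5-fold and 4.64-fold (adjusted p = 1.9e-05 and 2.8e-13). CCNE2, cyclin E2, which drives entry into S phase, fell 2.27-fold and 2.99-fold (adjusted p = 3.1e-08 and 1.8e-10; a second probe was not above background).
Of 32 measured genes of mitosis, 1 was higher (NEK2), 17 were lower and 14 did not pass on day 1 (1 and 21 adjusted over the list alone), and on day 2 31 were lower, none higher and 1 did not pass (32 lower over the list alone). The median log2 fold change was -0.27 and -2.04 (camera adjusted p = 5.3e-07 and 3.4e-33). Of 24 measured genes of the G1/S transition, 1 was higher, 18 were lower and 5 did not pass on day 1 (1 and 19), and 2 were higher, 17 lower and 5 did not pass on day 2 (2 and 18), with medians of -0.6 and -1.26 (camera adjusted p = 1.6e-13 and 2.9e-11). Without the 14 and 13 members that the paper lists or names, mitosis (adjusted p = 0.0082 and 7.8e-19) and the G1/S transition (0.00016 and 0.022) were still called. GAPDH did not pass on either day, while its second probe, above background on every array, was lower on day 2 (-0.16, adjusted p = 0.029). Of 11 control genes with GAPDH among them, 1 was higher, 2 were lower and 8 did not pass on day 1, and 1, 5 and 5 on day 2, with the same numbers over the list alone and medians of -0.04 and -0.12 (camera adjusted p = 0.496 and 0.09; over the alternatives the day 2 value runs from 0.027 to 0.23 and passes under median scaling and with the mean of a gene's probes). The paper states that many of the down-regulated genes shed light on the known anti-proliferative activity of Runx2, and it then tests proliferation in culture.

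**Figure D2:**
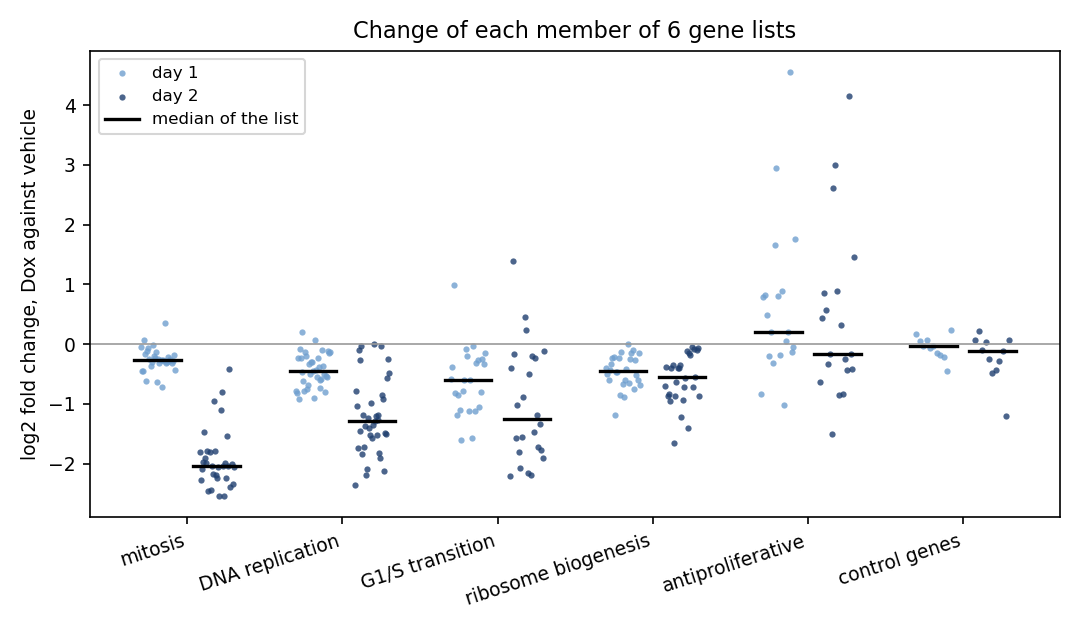
Each point is the log2 fold change (Dox against vehicle, y axis) of 1 measured member of 6 gene lists (x axis), light for day 1 and dark for day 2, with a bar at each median. The mitosis median moves from -0.27 on day 1 to -2.04 on day 2, while that of the control genes is -0.04 and -0.12, below 0 on both days under each scaling tried. Of the 11 control genes, 5 were lower and 1 higher on day 2, with TUBB at -1.20.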

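TOB1 [probe ILMN_1672004, chromosome 17, 50862223 to 50867978 of GRCh38], an antiproliferative protein of the BTG/TOB family, rose 3.4-fold on day 1 (log2 fold change 1.77, standard error 0.098, adjusted p = 6e-10) and 2.76-fold on day 2 (log2 fold change 1.47, standard error 0.098, adjusted p = 1.5e-09), with replicate 1 of Dox day 1 at 11.1 and the other 3 at 10.6 to 10.7. Of 19 measured antiproliferative genes, 9 were higher, 3 lower and 7 did not pass the test on day 1 (10 and 3 adjusted over the list alone), with a median log2 fold change of 0.20 (camera adjusted p = 0.00024; 0.22 without the 5 members that the paper lists or names, so the call rests on genes the study picked from these arrays). On day 2, 9 were higher, 8 lower and 2 did not pass, with the same counts over the list alone. The list was then no longer called (camera adjusted p = 0.31), and its median of -0.17 and its mean of 0.46 differ in sign.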

Most striking was the > 19- and > 8-fold up-regulation of RASD1 and DUSP1, respectively (Table 1). 

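RASD1 [probe ILMN_1740426, chromosome 17, 17494437 to 17496395 of GRCh38], a Ras-related GTPase induced by glucocorticoids, rose 23.5-fold on day 1, to a log2 signal of 9.92 ± 0.038 with Dox (mean ± SD, n = 4; log2 fold change 4.55, standard error 0.083, adjusted p = 7.1e-16), the largest rise of that day among the genes that pass the rule for named genes. It was above background on 1 of the 4 vehicle arrays of that day. On day 2 it rose 17.8-fold (log2 fold change 4.15, standard error 0.083, adjusted p = 4.7e-16), with all 4 vehicle arrays above background. DUSP1, a phosphatase that inactivates MAP kinases, rose 7.75-fold on day 1 (log2 fold change 2.96, standard error 0.057, adjusted p = 7.6e-16) and 7.96-fold on day 2 (log2 fold change 2.99, standard error 0.057, adjusted p = 2.3e-16), and no difference between the days was detected (interaction 0.04, adjusted p = 0.87).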

RASD1 belongs to the Ras superfamily of G-proteins, and its expression in breast cancer suppressed cell growth [92]. DUSP1, a.k.a. MAP kinase phosphatase 1 (MKP1), is a dual specificity (Thr/Tyr) protein phophatase with anti-proliferative properties [93]. Among the most important cell cycle regulatory genes inhibited by Runx2 was c-Myc, with a ~3-fold decrease at the mRNA level (Table 1) and a corresponding significant decrease at the protein level (Figure 3). 

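MYC [probe ILMN_2110908, chromosome 8, 127735434 to 127742951 of GRCh38] fell 2.16-fold on day 1, from a log2 signal of 9.09 ± 0.11 with vehicle to 7.98 ± 0.075 with Dox (mean ± SD, n = 4; log2 fold change -1.11, standard error 0.096, adjusted p = 1.5e-07), and 2.79-fold on day 2 (log2 fold change -1.48, standard error 0.096, adjusted p = 9.7e-10). Ribosome biogenesis genes, a class that MYC activates, were lower as well. LYAR, a nucleolar growth regulator, fell 2.27-fold and 3.16-fold (adjusted p = 3.2e-08 and 9.3e-11), and NOP16, a nucleolar protein, fell 1.85-fold and 1.91-fold (adjusted p = 7.9e-07 and 1.5e-07). Of 28 measured genes of ribosome biogenesis, 22 were lower, none higher and 6 did not pass on day 1 (23 lower adjusted over the list alone), and 21 were lower, none higher and 7 did not pass on day 2 (21 lower). The median log2 fold change was -0.45 and -0.56 (camera adjusted p = 2.1e-14 and 3.5e-11, and 6e-12 and 2.3e-09 without the 2 members that the paper lists or names).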

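E2F2 [probe ILMN_1777233, chromosome 1, 23505212 to 23531233 of GRCh38], a transcription factor of the G1/S transition, fell 2.18-fold on day 1 (log2 fold change -1.12, standard error 0.085, adjusted p = 3.2e-08) and 4.45-fold on day 2 (log2 fold change -2.15, standard error 0.085, adjusted p = 1.4e-12). Replicate 1 of vehicle day 1 lay at 8.47 and the other 3 at 8.75 to 8.79. CDK2, the kinase partner of cyclins E and A, fell 1.73-fold on day 1 (log2 fold change -0.79, standard error 0.072, adjusted p = 3e-07) and 2.94-fold on day 2 (log2 fold change -1.56, standard error 0.072, adjusted p = 1.2e-11). The fall was larger on day 2 for both (interaction -1.03, adjusted p = 1.1e-05, for E2F2 and -0.77, adjusted p = 4.6e-05, for CDK2).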

In line with the down-regulation of c-Myc, the mRNA encoding its cell cycle promoting targets E2F2 and CDK2 were also down-regulated (Table 1). CDK2 protein was decreased below detectability (Figure 3). To further characterize effects of Runx2 on PCa cell proliferation, we first validated by RT-qPCR the changes in the transcript levels of RASD1, DUSP1, c-Myc and E2F2 in the day-2 samples (Figure 5A). Next, we tested the effect of Runx2 on C4-2B cell proliferation by performing MTT assays every 48 hours after Dox-mediated Runx2 induction. Runx2 significantly restrained cell proliferation (Figure 5B). By contrast, the transcriptionally-inactive Runx2-M did not affect proliferation (Figure 5C). Thus, Runx2 restrains PCa cell proliferation *via *its transcriptional activation property.

**Figure 5:**
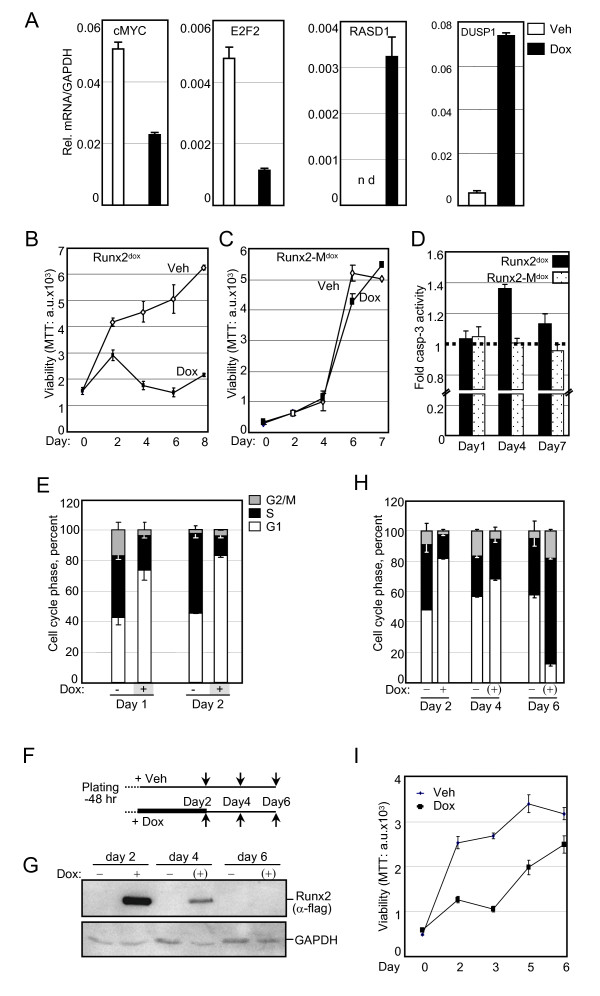
**Runx2 inhibits the G1/S phase transition of the cell cycle**. A, RT-qPCR analysis of the indicated genes in C4-2B/Rx2^dox ^cells treated with Dox (filled bars) or vehicle (open bars) for 48 hours. B and C, MTT-based cell proliferation assays of C4-2B/Rx2^dox ^and C4-2B/Rx2-M^dox ^cells treated with Dox or vehicle as depicted for the indicated time periods. D, Relative apoptosis based on caspase 3 activity in whole cell extracts prepared from C4-2B/Rx2^dox ^and C4-2B/Rx2-M^dox ^cells after treatment with Dox or vehicle for the indicated time periods. E, FACS-based cell cycle analysis of propidium iodide-stained C4-2B/Rx2^dox ^cells treated with Dox for the indicated time periods. F-I, Schematic description of Dox treatment and its subsequent withdrawal from the cell cultures (F). Samples were harvested at the indicated times (arrows) and subjected to analysis of Runx2 levels by western blotting (G), cell cycle profiling by FACS analysis (H), and cell proliferation by MTT assays (I). Abbreviations: RASD1, RAS, Dexamethasone-induced 1; DUSP, Dual Specificity Phosphatase.

To delineate the anti-proliferative effect of Runx2, we tested its influence on apoptosis and cell cycle progression. Apoptosis was measured using succinyl-AMC, a fluorogenic Caspase-3 substrate. Expression of Runx2, but not Runx2-M, resulted in a transient 40% increase in apoptosis on day 4 (Figure 5D), but this could not account for the dramatic inhibition of cell proliferation (Figure 5B). Instead, fluorescence activated cell-sorting (FACS) analysis revealed a 2.2-fold decrease in the fraction of cells in the S/G2/M phases of the cell cycle within 24 hours of Dox treatment, and this effect persisted on day 2 (Figure 5E). Notably, the cell cycle inhibition preceded any change in apoptosis, indicating that Runx2 restrained C4-2B cell proliferation by inhibiting the G1/S phase transition of the cell cycle.

The prometastatic but anti-mitogenic properties of Runx2 in PCa cells suggest that it may initially facilitate metastasis, after which it must be degraded or antagonized (e.g. by co-repressors) to allow cell proliferation and tumor growth. Therefore, we examined if the anti-mitogenic effect of Runx2 was reversible by withdrawing Dox from cultures after 48 hours of treatment (Figure 5F). Dox withdrawal led to substantial clearance of Runx2 within two days, and undetectable Runx2 levels after four days (Figure 5G). This resulted in resumption of cell cycle progression (Figure 5H) and cell proliferation (Figure 5I). Thus, the Runx2-regulated gene networks induce reversible cellular quiescence by blocking the G1/S phase transition of the cell cycle.

### Generality and Network modeling of Runx2-regulated genes with cancer-related functions

Our study is the first to provide genome wide analysis of Runx2-regulated genes in PCa cells. Although we focused on the bone metastasis-derived C4-2B cells, similar responses to Runx2 were observed in the parental lymph node-derived LNCaP cells [38] (see additional file 5) as well as in the unrelated bone metastatic 22RV1 PCa cells (see additional file 6) [94]. Furthermore, in PC3^high ^and PC3^low ^cells with high and low levels of Runx2, respectively, the expression of six randomly selected Runx2 up-regulated genes from the present study correlated with Runx2 expression (see additional file 7). Together, these results suggest that our observations are relevant to various stages of PCa progression. Among the 910 genes that Runx2 up- or down-regulated by ≥2 fold, IPA™ identified 248 genes related to cancer with high statistical significance (*p *< 0.003; Table 2 and additional file 3). The IPA™ analysis, as well as survey of literature on gene expression profiling in osteoblasts and fibroblasts, further suggested that the Runx2-regulated gene network in PCa (Figure 6) bears little resemblance to its targets in mesenchymal cells [43,83,95-97]. 

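CEBPA [probe ILMN_1715715, chromosome 19, 33299934 to 33302534 of GRCh38], a transcription factor of differentiation, rose 3.14-fold on day 1 (log2 fold change 1.65, standard error 0.077, adjusted p = 6.7e-11) and 6.15-fold on day 2 (log2 fold change 2.62, standard error 0.077, adjusted p = 4.1e-14), and SMAD6, an inhibitor of BMP signaling, rose 4.69-fold and 4.16-fold (adjusted p = 2.4e-12 and 1.1e-12). IGFBP3, a secreted binding protein of insulin-like growth factors, rose 2.58-fold and 6.38-fold (adjusted p = 1.3e-06 and 6.8e-11; above background on 2 of the 4 vehicle arrays of each day). HIPK2, a kinase of the p53 response, rose 2.27-fold and 2.49-fold (adjusted p = 4.3e-06 and 4.1e-07). SKP2, which targets the cell cycle inhibitor p27 for degradation, fell 1.75-fold and 2.51-fold (adjusted p = 5.3e-08 and 2e-11), while a dimmer SKP2 probe, above background on at most 2 vehicle arrays of a day, did not pass. The collagenase gene MMP13 and ACHE, acetylcholinesterase, were not well above background on any array, and IL3, a hematopoietic cytokine, was above it on 1 array (Dox day 1), so these have no fold. Their day 2 log2 signals were 4.44 ± 0.081 with vehicle and 4.89 ± 0.13 with Dox for MMP13 (adjusted p = 0.00015), 4.63 ± 0.15 and 5.22 ± 0.17 for ACHE (3.3e-05; 0.72 for its second probe), and 4.33 ± 0.073 and 5.07 ± 0.14 for IL3 (6.4e-05; mean ± SD, n = 4). CSF2 has no named probe in the annotation used here and was not analysed.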

In fact, only five of the cancer-related genes in our study have been previously reported as Runx2 targets (MMP13, CEBPA, VEGF, SMAD3, and SMAD6) and only six others are Runx1 and/or Runx3 targets (SKP2, CSF2, IL3, ACHE, IGFBP3, and HIPK2; Figure 6). The remaining 234 genes are therefore novel Runx2-regulated genes related to cancer in general and to metastasis in particular. The extensive Runx2-regulated cancer-related gene network highlights Runx2 as a viable target for the diagnosis, prognosis and treatment of PCa.

**Figure 6:**
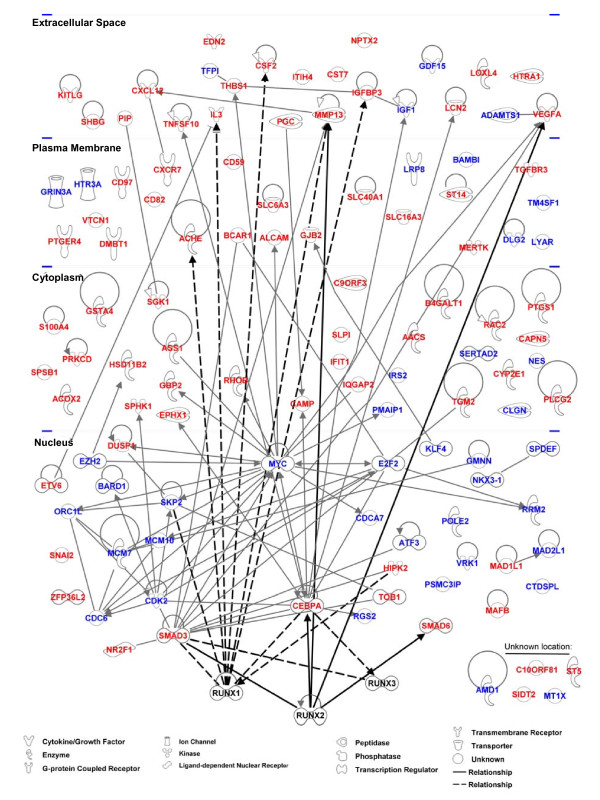
**Runx2-regulated cancer-related gene network**. The 119 cancer-related genes showing a significant ≥2-fold response to Runx2 on day 1 were subjected to the pathway analysis tool from Ingenuity Systems (IPA™). Direct relationships with Runx2 are shown as thick lines and interactions with its paralogs Runx1 and Runx3 are shown as dashed lines. Red and blue fonts mark up- and down-regulated genes, respectively.

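Of the 244 measured genes of additional file 3, 67 were at least 2-fold higher and 21 at least 2-fold lower on day 1 at an adjusted p under 0.05, 88 in all. On day 2 the same thresholds gave 115 higher and 104 lower. With the paper's either-day rule, 116 of the 244 were higher and 107 lower. The folds printed in additional file 3 itself reach 2 on day 1 for 96 of these genes.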

## Conclusions

Runx2, traditionally known for its master regulatory roles in the chondro-osteoblast lineage, is emerging as a prometastatic transcription factor [22,29,34,98-101]. The Runx2 transcriptome in C4-2B cells documents gene networks that control multiple aspects of metastasis. Potentially contributing to local invasion and dissemination are the genes known to function in EMT, motility and ECM degradation. Additionally, the prometastatic function of Runx2 likely involves its target genes SDF-1, CXCR7 and BSP, which promote homing and attachment to bone. We also discovered Runx2 targets such as CSF2 and SPHK1, osteoclast activators that likely contribute to the most important alteration that occurs in the bone microenvironment in response to PCa metastasis, namely enhanced bone turnover. During this process, bone matrix components such as TGFß, BMPs and calcium ions are released and further fuel tumor growth and bone microenvironment modifications [102-105]. The regulation of SPHK1 by Runx2 probably potentiates additional aspects of the cancer phenotype, including angiogenesis (a function assisted by the Runx2 targets VEGFA and EDN2) and drug resistance [77,79].

The anti-mitogenic activity of Runx2 is consistent with the slow growth of PCa tumors, and may contribute to drug resistance. We imagine that future anti-Runx2 drugs will be administered along with traditional chemotherapy to eliminate cells that regain proliferative capacity. Interestingly, Runx2 physically and functionally interacts with the receptors for androgens and estrogens [99,101]. Since these receptor proteins are targeted by many drugs for prostate and breast cancer, it is important to investigate their effects on Runx2-regulated transcription. Moreover, development of selective estrogen and androgen receptor modulators may benefit from consideration of their effects on Runx2 and expression of its target genes reported in the present study.

## Methods

### Cell culture reagents and antibodies

C4-2B cells were obtained from ViroMed Laboratories (Minneapolis, MN). LNCaP and 22RV1 cells were from ATCC (Rockville, MD, USA). PC3 cells were also obtained from ATCC, but propagated for several years in either our laboratory (PC3^low^) or that of USC's Dr. Pradip Roy-Burman (PC3^high^). The cells were maintained in RPMI-1640 medium supplemented with 10% Tet System Approved FBS from Clontech, CA, USA. Hygromycin B was purchased from Invitrogen, Carlsbad, CA, USA and added to the growth medium at 50 μg/ml. Doxycycline from Calibiochem, La Jolla, CA, USA was used at 0.25 ug/ml unless otherwise stated, and an equal volume of distilled water was used as vehicle control. Mouse ANTI-FLAG^® ^M2 monoclonal antibody for was purchased from Sigma, St Louis, MO, USA. Mouse anti-Runx2 was from Invitrogen, Carlsbad, CA, USA. The anti-PIP antibody (ab 62363) was purchased from abcam Inc., Cambridge, MA; and anti-GAPDH (V-18), anti-TGFß-RIII (Sc 28975), and anti-SDF-1 (Sc-28876) antibodies were purchased from Santa Cruz Biotechnology Inc, Santa Cruz, CA, USA. The mouse monoclonal anti-Myc and anti-VEGFA antibodies were developed and kindly provided by USC's Dr. Prakash S. Gill and Dr. Young Hong, respectively. The mouse monoclonal anti-Tubulin antibody, developed by Dr. Charles Walsh, was obtained from the Developmental Studies Hybridoma Bank under the auspices of the NICHD and The University of Iowa, Department of Biological Sciences, Iowa City, USA.

### Plasmid construction

The cDNA encoding mouse Runx2 (MASN isoform, type-2), which is 97% identical to human type-2 Runx2 [1], was amplified using pcDNA3.0-Runx2 as template and the Flag epitope was inserted during the PCR amplification (see primers in additional file 8). The Flag-Runx2 cDNA was initially cloned into the SpeI/MfeI-digested lentiviral entry vector pEN_TmiRc3 (ATCC^® ^catalog: MBA-248), and the resulting plasmid was recombined using Gateway^® ^LR Clonase^® ^II enzyme mix (Invitrogen, Carlsbad, CA, USA) with the pSLIK (single lentivector for inducible knockdown) destination vector carrying a hygromycin resistance gene (ATCC^® ^catalog: MBA-237). The entry and destination vectors were kindly provided by USC's Dr. Elizabeth Lowler (Childrens Hospital Los Angeles). The DNA-binding mutant Runx2-M was constructed by site directed mutagenesis of two arginine residues at positions 265 and 268 (GRSGRGK) known to contact DNA in the crystal structure [40]. Lentiviral plasmid for constitutive Luciferase expression pCCL-c-MNDU3c-Luc-PGK-eGFP was kindly provided by USC's Dr. Michael Kahn at the Zilkha Neurogenetic Institute.

### Lentivirus production and infection

For packaging, the lentiviral expression plasmids were cotransfected by the calcium chloride method into HEK293T cells along with helper plasmids pMD.G1 and pCMVR8.91[106,107]. Culture media containing viral particles were harvested after 48-72 hours and used for transduction of C4-2B cells in the presence of 8 μg/ml Polybrene (Millipore Corp., MA, USA). After infection with the lentiviruses, the transduced cells were selected with 50 μg/ml of Hygromycin.

### Transient transfection and Luciferase assays

Transient transfection and Luciferase assays were performed essentially as described by Khalid et al. [99]. Briefly, 25,000 cells were plated in a 24-well plate 48 hours prior to transfection using Invitrogen's Lipofectamine™ LTX reagent according to manufacturer's instructions. Cells were harvested and subjected to luciferase assay using Luciferase Assay system from Promega, Madison, WI, USA.

### High throughput gene expression measurement and analysis

Gene expression profiling was performed using the BeadChip™ platform (Illumina) and chip reference 8, version 3 for humans, which contains 24,526 gene probes and 664 negative control probes. Details of the raw data processing and analysis are provided in the additional file 9. Briefly, after background correction, the normalized expression intensities for all probes were subjected to a two-way analysis of variance (ANOVA) and the resulting *p*-values were adjusted for multiple testing using the Benjimini-Hochberg method [108]. The differentially expressed probes were further investigated using the Ingenuity Pathways Analysis package (IPA™; http://www.ingenuity.com) to identify biological functions and disease categories that are significantly enriched among the differentially expressed genes. Right-tailed Fisher's exact test as implemented in the IPA software was used to calculate a *p*-value for the probability of each network to be enriched for Runx2-regulated genes due to chance alone. The microarray data has been deposited to the GEO database with the accession code GSE24261.

### Preparation of conditioned medium and gelatin zymography

C4-2B/Rx2^dox ^cells were cultured in 10 cm culture dishes to 80% confluence, washed 3 times with RPMI-1640 and treated with Dox in 10 mL of RPMI-1640 without FBS for 24 hrs. For zymography the 25 μl of the conditioned media from Dox treated or control cells were analyzed by 8% acrylamide gels containing 0.1% w/v gelatin [109] After electrophoresis, the gel was washed with 2.5% Triton X-100 and incubated in the developing buffer (500 mM Tris-HCl, pH 7.8, 2 M NaCl, 50 mM CaCl_2_) overnight to induce gelatin lysis. Gel was stained by Coomasie blue-250. For western blot analysis of conditioned media, 250 μl of the supernatant was TCA-precipitated and subjected to reducing SDS-PAGE analysis using standard procedures.

### In vitro invasion and migration assays

Invasion through Matrigel™ was assessed by incubating 20,000 luciferase-expressing cells at the top of 24 well BD BioCoat™ Growth Factor Reduced Matrigel™ chamber (BD Biosciences, MA, USA). Migration was assessed using BD BioCoat™ Control Inserts. Cells that migrated or invaded to the bottom compartment were visualized by Diff-Quick™ staining kit (Baxter, MN, USA) or subjected to luciferase assays for quantification. Invasion index was defined as the percentage of cells that invaded through Matrigel™ over those that migrated under the same conditions but without the Matrigel™.

### Proliferation, cell cycle and apoptosis

Cultures on different days were subjected to MTT assay (Sigma, St Louis, MO) to measure viable cells in culture. For cell cycle analysis, 2 × 10^5 ^to 1 × 10^6 ^cells were harvested, washed twice with PBS (1 mL) at room temperature and stored in absolute ethanol (4 mL) for at least 24 hours. Pelleted cells were rehydrated in 5 mL PBS for 15 minutes, followed by staining with 1 mL of a propidium iodide (PI, Calibiochem, La jolla, CA, USA) solution containing 3 μM PI in incubation buffer (100 mM Tris, pH 7.4, 150 mM NaCl, 1 mM CaCl_2_, 0.5 mM MgCl_2_, 0.1% Nonidet^® ^P-40). The cell suspension (1 mL) was subjected to fluorescence-activated cell sorting (FACScaliber, Becton Dickinson, MA, USA) and each cell was assigned to the G1, S, G2 or M phase of the cell cycle based on the PI intensity and using the Multicycle v3.0 software (Phoenix Flow Systems, San Diego, CA, USA). To assess apoptosis, cells were lysed in caspase assay buffer containing 50 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM EDTA, 0.1% CHAPS, 10% sucrose, and 5 mM DTT. Aliquots of crude cell lysate (50 μg protein) were incubated with the caspase-3 substrate Ac-DEVD-AMC (EMD/Calbiochem, La Jolla, CA, USA) at 37°C for 30 min and the caspase-3 activity was quantified by flow *fluorimetry *with excitation at 380 nm and emission at 440 nm using Victor_3_V™ from PerkinElmer, Shelton, CT, USA.

### Western blot analysis

Between 1 × 10^5 ^and 2 × 10^5 ^cells were washed once with PBS and lysed with 200 μL of incubation buffer [100 mM Tris (pH 7.4), 500 mM NaCl, 1 mM CaCl_2_, 0.5 mM MgCl_2_, 0.1% Nonidet^® ^P-40] supplemented with Complete™ protease inhibitor mix (Roche Diagnostics, Indianapolis, IN, USA). Aliquots of 40 μg cell lysate were mixed with an equal volume of Laemmli buffer and proteins were resolved by 10% SDS-PAGE, transferred to Amersham Hybond™-P PVDF (GE Healthcare, Piscataway, NJ, USA) membranes, and visualized using respective antibodies and the Western Lightning™ Plus-ECL kit (PerkinElmer Inc, Waltham, MA, USA) followed by exposure to X-ray film (ISCBioExpress^®^, Kaysville, UT, USA).

### RT-qPCR

Total RNA was isolated using Aurum Total RNA kit (Bio-Rad Laboratories Inc., Hercules, CA, USA) following the manufacturer's recommendations and 1 μg was reverse transcribed using the Superscript III kit (Invitrogen, CA, USA). The cDNA was subjected to real-time PCR amplification using iQ SYBR Green Supermix and a Opticon™2 real time PCR machine from Bio-Rad, Hercules, CA. The sequences of primers for amplification of the cDNA of interest and the control GAPDH are listed in the additional file 8.

GEO accession code for the microarray data: GSE24261

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

Conceived and designed the experiments: SKB and BF. Performed the experiments: SKB, OK, YG, AEG, SS and DJP. Bioinformatics analysis: RRS and DM. Analyzed data and wrote the paper: SKB, GAC and BF. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **ANOVA analysis of the microarray data**. 

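The supplement sets out, for each probe, the normalized log2 values of the 16 arrays, fold changes of Dox against vehicle for each day and over both days, the p-values of the two-way analysis and the annotation. The copy used here holds the first 452 of the 24526 probes, so no overlap or enrichment was tested on it, and it served only to name 21 probes that the platform annotation leaves without a symbol.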

List of all probes with the microarray gene expression data in log scale (base 2) along with the Fold change, P-values and gene annotations. Click here for file

Additional file 2 **Runx2-regulated genes involved in cellular metabolism**. 

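GSTA1 [probe ILMN_2113470, chromosome 6, 52791371 to 52803816 of GRCh38], a glutathione transferase, rose 8.92-fold on day 1 (log2 fold change 3.16, standard error 0.088, adjusted p = 8.1e-14) and 35.8-fold on day 2 (log2 fold change 5.16, standard error 0.088, adjusted p = 7.1e-17). AGXT, a peroxisomal aminotransferase of glyoxylate, was not above background with vehicle and rose at least 4.32-fold and at least 13.2-fold (adjusted p = 2.1e-13 and 1.8e-15). CYP2E1, a cytochrome P450, and FOLR1, a folate receptor, were likewise not above background with vehicle. CYP2E1 rose at least 1.81-fold and at least 12.8-fold (adjusted p = 7.1e-07 and 3.5e-14), and FOLR1 rose at least 1.43-fold and at least 8.62-fold (adjusted p = 3.6e-10 and 6.3e-16; another FOLR1 probe was not above background). SLC6A3, the dopamine transporter, was above background on 1 of the 4 Dox arrays of day 1 (log2 signal 5.43 ± 0.12 with Dox and 4.49 ± 0.055 with vehicle, mean ± SD, n = 4, adjusted p = 1.5e-08) and rose at least 4.17-fold on day 2 (adjusted p = 1.1e-15). TXNRD1, thioredoxin reductase, fell 2.31-fold and 3.54-fold (adjusted p = 2.1e-08 and 2.3e-11).
Of 26 measured genes of glutathione and xenobiotic metabolism, 11 were higher, 4 lower and 11 did not pass on day 1 (13 and 5 adjusted over the list alone), and 14 were higher, 5 lower and 7 did not pass on day 2 (14 and 5), with medians of 0.16 and 0.23 (camera adjusted p = 0.00032 and 4.2e-05). Without the 9 members that the paper lists or names the list is not called (adjusted p = 0.51 and 0.37). Of 16 measured genes of cholesterol synthesis, 4 were higher, 2 lower and 10 did not pass on day 1 (5 and 2), and 3 were higher, 6 lower and 7 did not pass on day 2 (3 and 7). The cholesterol list was not called on either day (camera adjusted p = 0.38 and 0.22).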

List of genes with functions in cellular metabolism, their fold changes, and known functions. Click here for file

Additional file 3 **Runx2 -regulated genes involved in cancer**. List of 256 genes with established roles in cancer. Click here for file

Additional file 4 **E-Cadherin expression in C4-2B/Rx2^dox ^cells upon Runx2 expression**. Western blot and RT-qPCR analysis of C4-2B/Rx2^dox ^cells in response to Runx2 expression. Click here for file

Additional file 5 **Generation and characterization of LNCaP/Rx2^dox ^cells**. RT-PCR to detect Runx2 transcript in PC3, C4-2B, and LNCaP cells. Proliferation of the LNCaP/Rx2^dox ^cells by using MTT, and RT-qPCR analysis of Runx2-regulated genes. Click here for file

Additional file 6 **Generation and characterization of 22RV1/Rx2^dox ^cells**. Western blot analysis of Dox-induced Runx2, and MTT based proliferation analysis of 22RV1/Rx2^dox ^cells in response to Runx2 expression. Click here for file

Additional file 7 **Expression of PGC, CST7, S100A4, SDF-1, CSF2, and DUSP1 in two PC3 sub-lines with different Runx2 levels**. RT-qPCR analysis using PC3^high ^and PC3^low ^cells to examine the expression of Runx2-regulated genes. Click here for file

Additional file 8 **List of primers used in the present study to PCR-amplify the indicated gene sequences**. Nucleotide sequence of primers. Click here for file

Additional file 9 **Bioinformatics analysis of the microarray data**. Detailed description of microarray quality control and data processing (such as quality control, normalization and box/density plots); and methodology employed for the identification of differentially expressed probes. Click here for file

# Supplementary material for: Runx2 transcriptome of prostate cancer cells: insights into invasiveness and bone metastasis
**Source:** Mol Cancer. 2010 Sep 23;9:258. doi: 10.1186/1476-4598-9-258
**Supplement:** Additional file 4 — E-Cadherin expression in C4-2B/Rx2dox cells upon Runx2 expression. Western blot and RT-qPCR analysis of C4-2B/Rx2dox cells in response to Runx2 expression.

Additional file 4

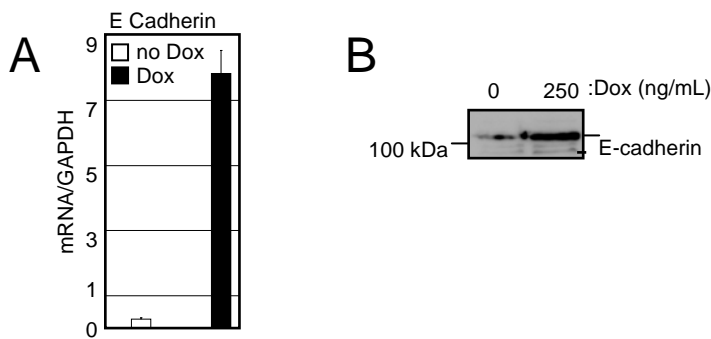

Additional file 4: **E-Cadherin expression in C4-2B/Rx2^{dox} cells upon Runx2 expression.**

A) RT-qPCR and C4-2B/Rx2^{dox} cells were treated with Doxycycline (Dox) and E-Cadherin transcript levels were measured by RT-qPCR and corrected for that of GAPDH. B) Whole cell extracts prepared from C4-2B/Rx2^{dox} cells treated with Dox or vehicle control were subjected to western blot analysis using E-Cadherin antibodies.

The increase in E-Cadherin expression is unexpected since we also observed that Runx2 increased expression of SNAI2 (Table1), which is a negative regulator of E-Cadherin expression (Peinado et al., MCB Vol 24, page 306, 2004)

# Supplementary material for: Runx2 transcriptome of prostate cancer cells: insights into invasiveness and bone metastasis
**Source:** Mol Cancer. 2010 Sep 23;9:258. doi: 10.1186/1476-4598-9-258
**Supplement:** Additional file 5 — Generation and characterization of LNCaP/Rx2dox cells. RT-PCR to detect Runx2 transcript in PC3, C4-2B, and LNCaP cells. Proliferation of the LNCaP/Rx2dox cells by using MTT, and RT-qPCR analysis of Runx2-regulated genes.

Additional file 5

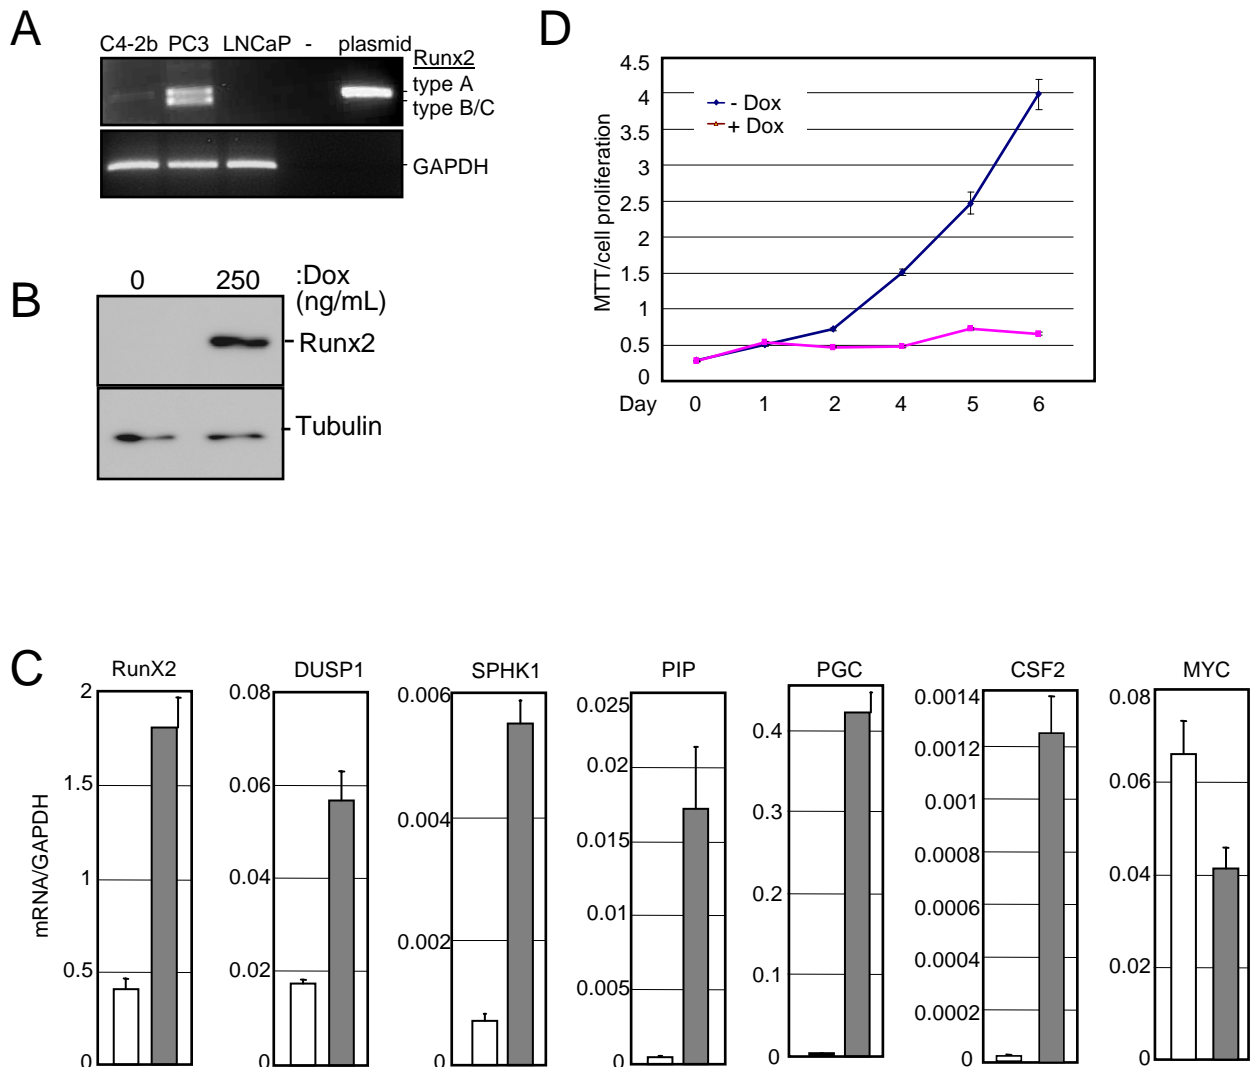

Additional file 5: **Generation and characterization of LNCaP/Rx2^{dox} cells.** A) Agarose gel electrophoresis of PCR amplicons after RT-PCR to assess Runx2 transcript levels in C4-2B, PC3, and LNCaP cell lines. Specific primer pairs recognizing all three isoforms of Runx2 were used. Plasmid control was type-A Runx2 cloned in a pcDNA3.0 vector kindly provided by Dr. Jennifer J. Westendorf at the Department of Orthopaedic Surgery, University of Minnesota, Minneapolis. B) Whole cell extracts prepared from LNCaP/Rx2^{dox} cells treated with Doxycycline (Dox) vehicle or control were subjected to western blot analysis using anti-Flag and anti-Tubulin antibodies. C) LNCaP/Rx2^{dox} cells were treated with Dox and levels of the indicated transcripts were measured by RT-qPCR and corrected for that of GAPDH. Bars represent Mean $\pm$ SEM (n=3) from a representative experiment, which was repeated at least three times with similar results. D) MTT-based cell proliferation assays of LNCaP/Rx2^{dox} cells treated with Dox or vehicle as depicted for the indicated time periods.

# Supplementary material for: Runx2 transcriptome of prostate cancer cells: insights into invasiveness and bone metastasis
**Source:** Mol Cancer. 2010 Sep 23;9:258. doi: 10.1186/1476-4598-9-258
**Supplement:** Additional file 6 — Generation and characterization of 22RV1/Rx2dox cells. Western blot analysis of Dox-induced Runx2, and MTT based proliferation analysis of 22RV1/Rx2dox cells in response to Runx2 expression.

Additional file 6

A

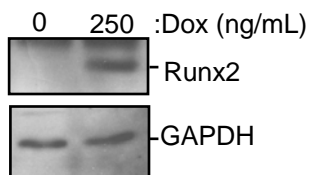

B

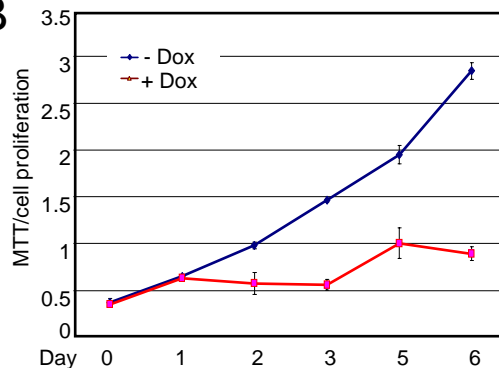

Additional file 6: **Generation and characterization of 22RV1/Rx2^{dox} cells.** A) Western blot analysis using the whole cell extracts prepared from 22RV1/Rx2^{dox} cells treated with Doxycycline (Dox) or vehicle control were subjected to western blot analysis using anti-Flag and anti-GAPDH antibodies. B) MTT-based cell proliferation assays of 22RV1/Rx2^{dox} cells treated with Dox or vehicle as depicted for the indicated time periods.

# Supplementary material for: Runx2 transcriptome of prostate cancer cells: insights into invasiveness and bone metastasis
**Source:** Mol Cancer. 2010 Sep 23;9:258. doi: 10.1186/1476-4598-9-258
**Supplement:** Additional file 7 — Expression of PGC, CST7, S100A4, SDF-1, CSF2, and DUSP1 in two PC3 sub-lines with different Runx2 levels. RT-qPCR analysis using PC3high and PC3low cells to examine the expression of Runx2-regulated genes.

Additional file 7

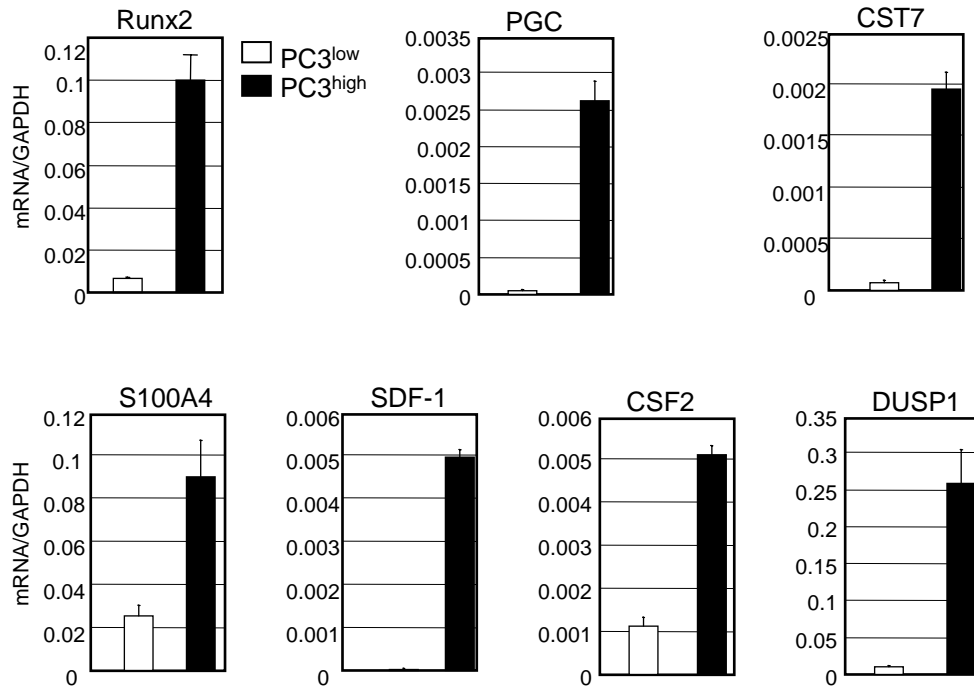

Additional file 7: **Expression of PGC, CST7, S100A4, SDF-1, CSF2, and DUSP1 in two PC3 sub-lines with different Runx2 levels.** Expression of the indicated genes was measured by RT-qPCR in PC3^{high} and PC3^{low} cells (see Methods). Results (Mean±SEM; n=3) were corrected for expression of GAPDH.

# Supplementary material for: Runx2 transcriptome of prostate cancer cells: insights into invasiveness and bone metastasis
**Source:** Mol Cancer. 2010 Sep 23;9:258. doi: 10.1186/1476-4598-9-258
**Supplement:** Additional file 9 — Bioinformatics analysis of the microarray data. Detailed description of microarray quality control and data processing (such as quality control, normalization and box/density plots); and methodology employed for the identification of differentially expressed probes.

Additional file 9: **Bioinformatics analysis of the microarray data**

*Microarray data processing and identification of differentially expressed genes*:

Four biological replicates each from treatment (Dox) and control (no-Dox) group post day 1 and day 2 of exposure were utilized to prepare total of 16 RNA samples. For the dox treated samples RNA was prepared from the cells after treating them with dox for 24 hrs (day 1) or for 48 hrs (day 2). As control, RNA from side-by-side cultured dox untreated cells was prepared. Resulting RNA samples were hybridized to Human ref 8 version 3 Illumina microarrays. Raw signal intensities were obtained from the BeadStudio output files. Each of the 16 samples included expression data for 24,526 probes and 664 negative control probes.

First, we performed Principal Component Analysis (PCA) on background corrected normalized data for all probes and all samples as implemented in the programming language R [3] to look for general effects in the dataset. 

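On component 1, which carries 60% of the variance of all probes, the vehicle arrays of day 1 lie between -32.1 and -30.6 and those of day 2 between -26 and -24.1. The Dox-treated arrays lie between 8.29 and 8.71 on day 1 and between 47.1 and 48.03 on day 2. In the space of all probes the centers of the vehicle and Dox groups are 47 apart on day 1 and 74.1 apart on day 2. The centers of the vehicle groups of the different days are 29.9 apart and those of the Dox groups 49 apart. Replicates of a group are on average 31 to 33.9 apart. The replicate distances are between single arrays and the others between group means, so the former are no yardstick for the latter.

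**Figure D3:**
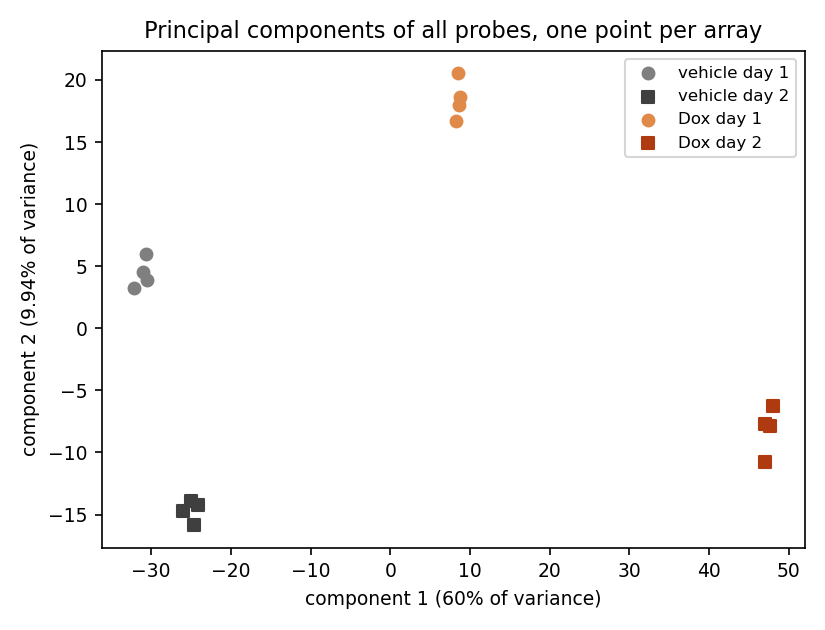
Each point is 1 of the 16 arrays, with component 1 (60% of the variance) on the x axis and component 2 (9.94%) on the y axis; gray points are vehicle, orange ones Dox, circles day 1 and squares day 2. Dox and vehicle arrays separate along component 1, from -30.6 for the nearest vehicle array of day 1 to 8.29 for the nearest Dox array of that day, and farther apart on day 2, from -24.1 to 47.1.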

We observed that samples clearly separated by their ‘treatment’ type (Dox vs. Control) and separation was greater in the Day 2 samples compared to Day 1 [Figure 2].

To identify probes that show statistically significant differential expression due to treatment and duration of treatment, we used the background corrected and normalized expression intensities for each probe in a two-way analysis of variance (ANOVA) analysis (see methods section for more details). The resulting p-values were adjusted for multiple testing using the Benjimini Hochberg method (False Discovery Rate). Probes were ranked based on their adjusted p-values and fold change. Probes that displayed Fold change of two fold or greater in either direction (up and down regulation), along with p-values less than 0.05 were selected for further analysis. This included 532 probes that showed increased expression (up-regulation) and 378 probes that shown decreased expression (down regulation) in Dox treated group as compared to control group. An unsupervised hierarchical clustering of samples based on the expression profiles of the above list of probes resulted in a clear separation between the Dox and Control samples (Figure SN2).

Data processing was performed in two stages: First, we performed background correction to remove background (noise) from the expression data and in the second stage we normalized the data so to remove across sample variation as described below.

The background correction was performed using the Model-based Background Correction for BeadArrays (MBCB) method [1]. This methodology utilizes negative control probes along with test probes to estimate the unobservable background intensities using the normal exponential deconvolution model similar to the Robust Multi-array Average (RMA) normalization approach [2]. It estimates background intensities and unknown parameters using Markov Chain Monte Carlo simulations.

The between sample variation in the log2-transformed background corrected signal was accounted for using quantile normalization [2] as implemented in bioconductor ([www.bioconductor.org](http://www.bioconductor.org/)). To check for any anomalies and/or outliers in the data, we plotted the expression intensities of each probe in a sample as a density plot [Figure SN3] and box plot [Figure SN4] as implemented in bioconductor. 

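No array stood apart from the other 3 of its group in the scanner's median signal, in the share of probes above background, or in its mean correlation with its replicates, by Dixon's test. The mean correlation of an array with its replicates ran from 0.994 to 0.996 over the 16 arrays. All 16 arrays were therefore kept in the values given here as well.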

We do not find any outliers or anomalies in the dataset; hence expression data for all probes and all samples was used for further analyses.

*Statistical analysis to identify differentially expressed genes*:

Identification of differentially expressed genes: To identify probes that show statistically significant differential expression due to treatment and duration, we used the background corrected and normalized expression intensities for each probe in a two-way analysis of variance (ANOVA) analysis implemented in the R programming language [3]. This model included two main effects: day effect and treatment effect along with their interaction effect. The false discovery rates (FDR) for each probe were computed from p-values for significance of treatment effect from type-I analysis (also known as variable added in order approach) using Benjimini Hochberg method [4].

FIGURES

Figure SN1

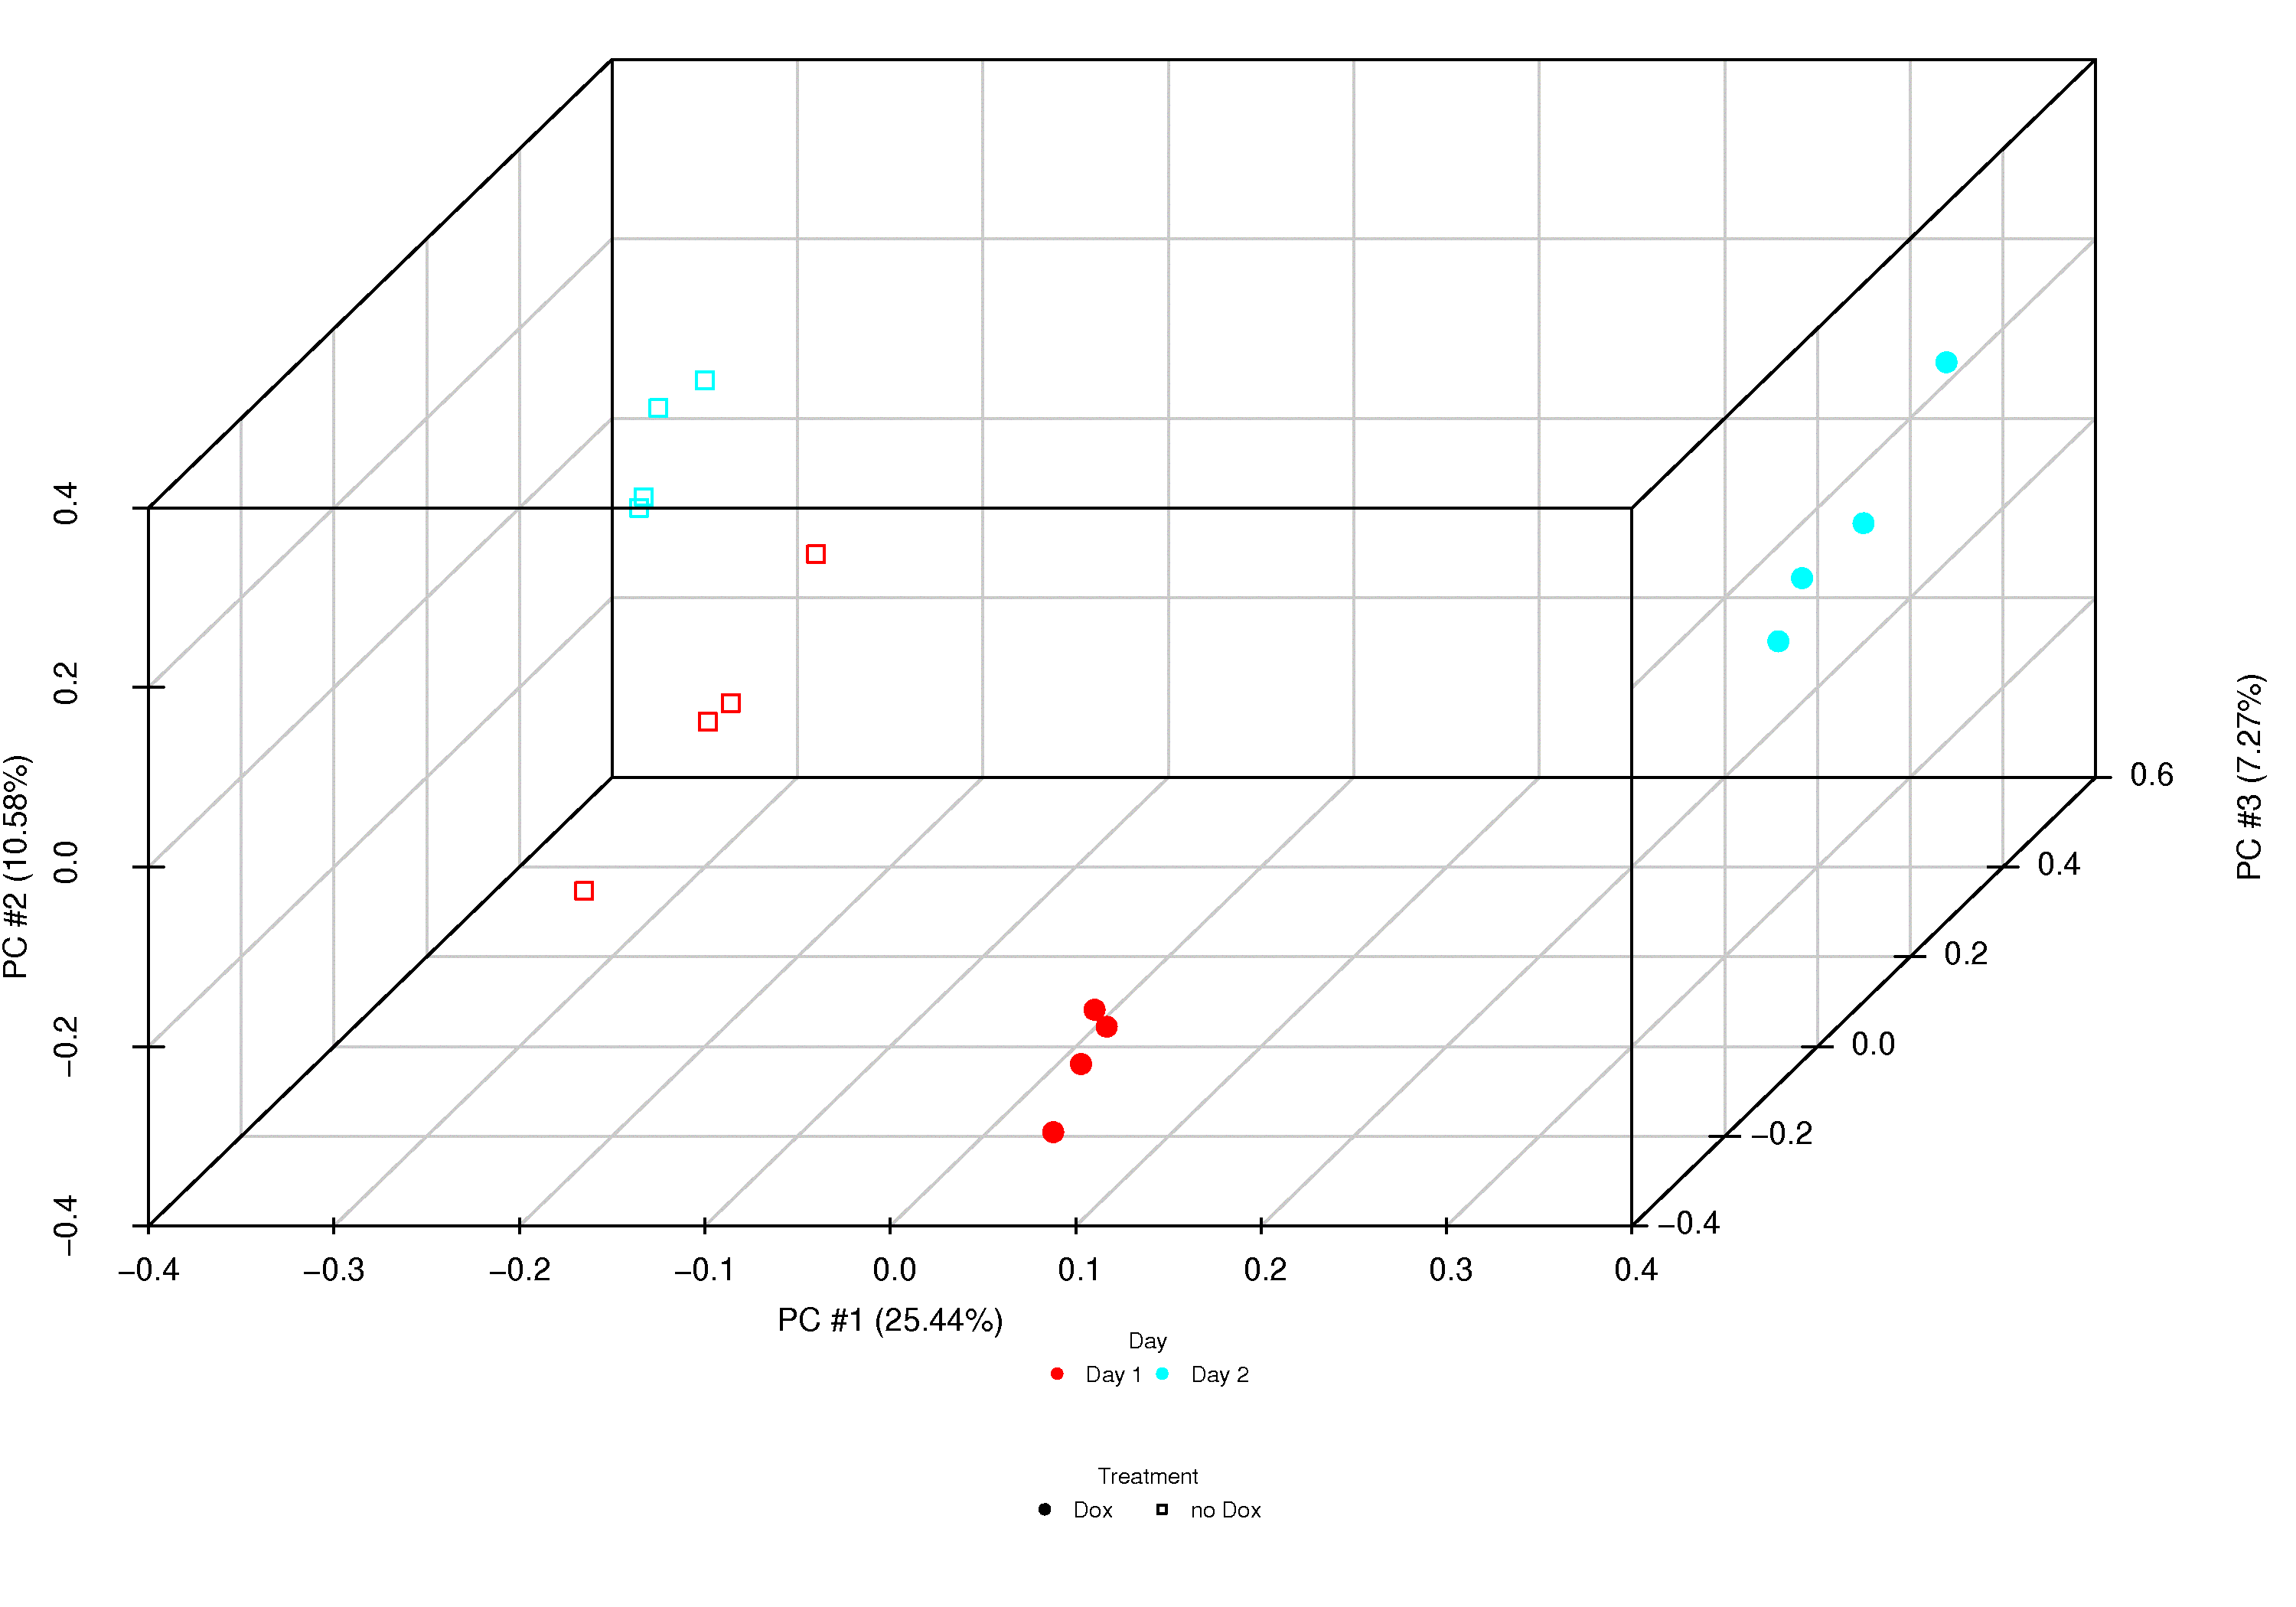

Figure SN2 Legend: Principal component analysis using whole genome gene expression data suggests a clear separation between Dox treated and untreated groups. Samples are further separated on Day 2 compared to Day 1.

Figure SN2

Figure SN3

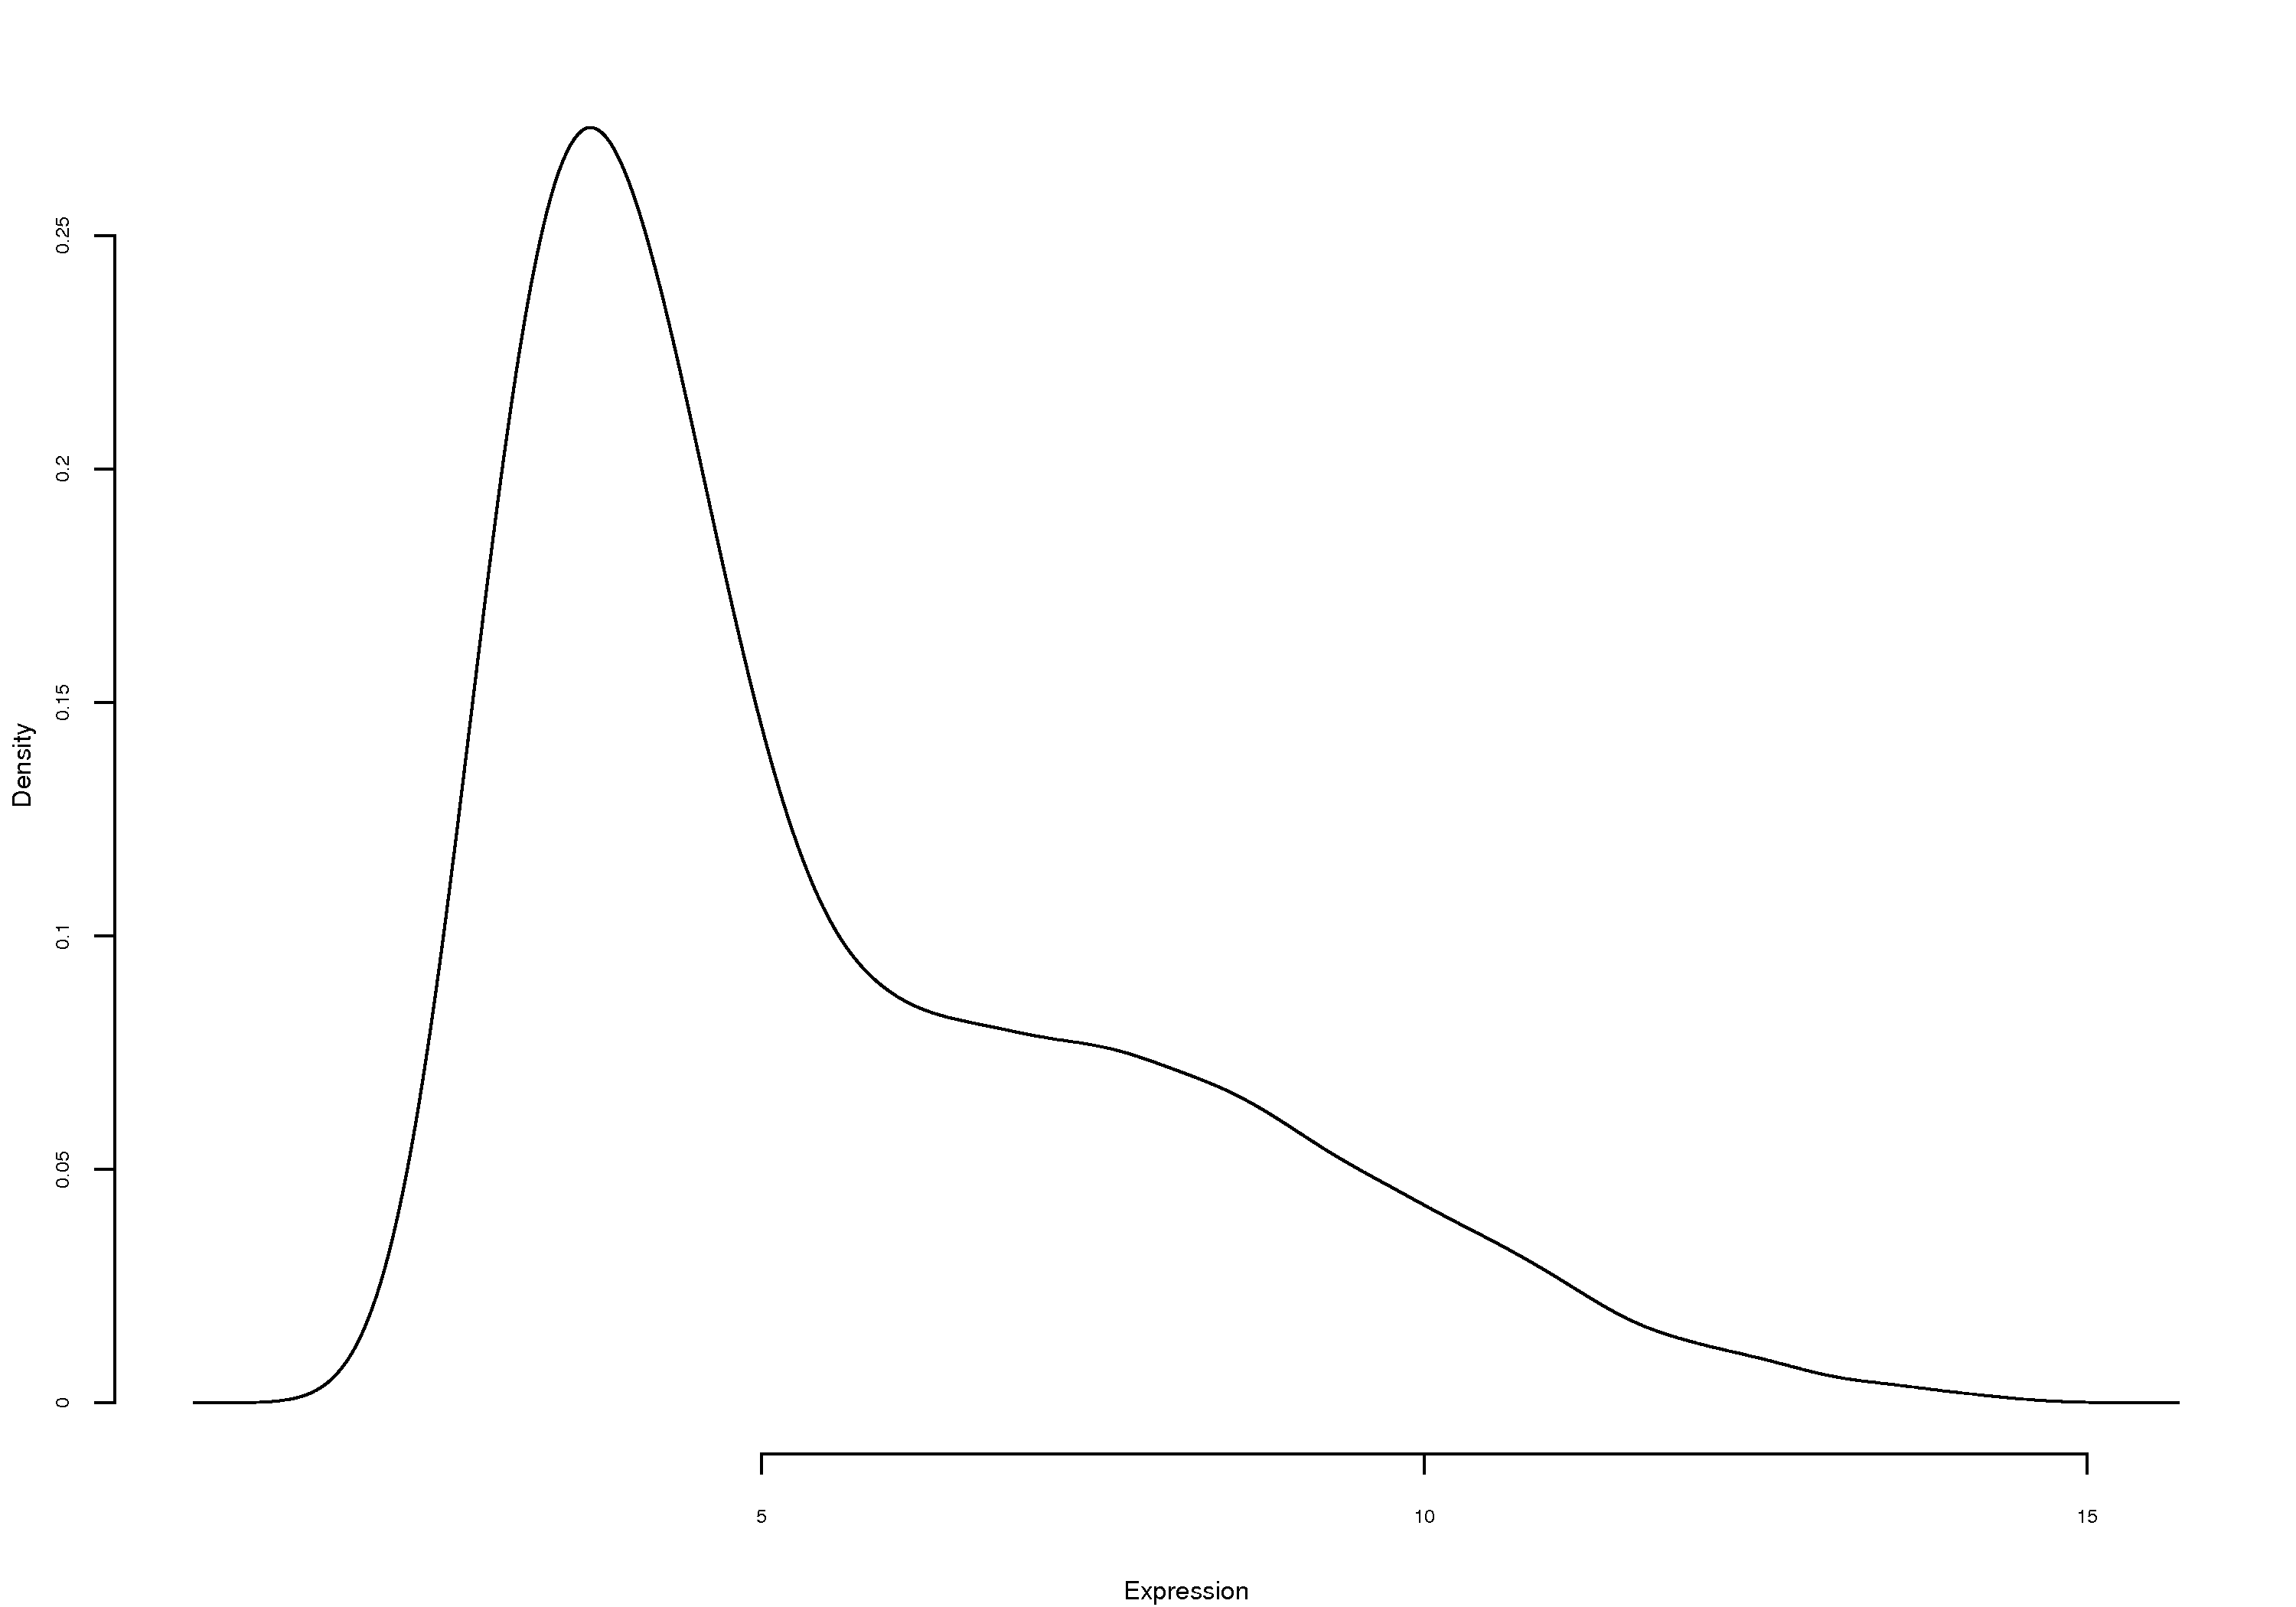

Figure SN3 Legend; Density plot of background corrected normalized intensity values (in log 2 scale).

Figure SN4

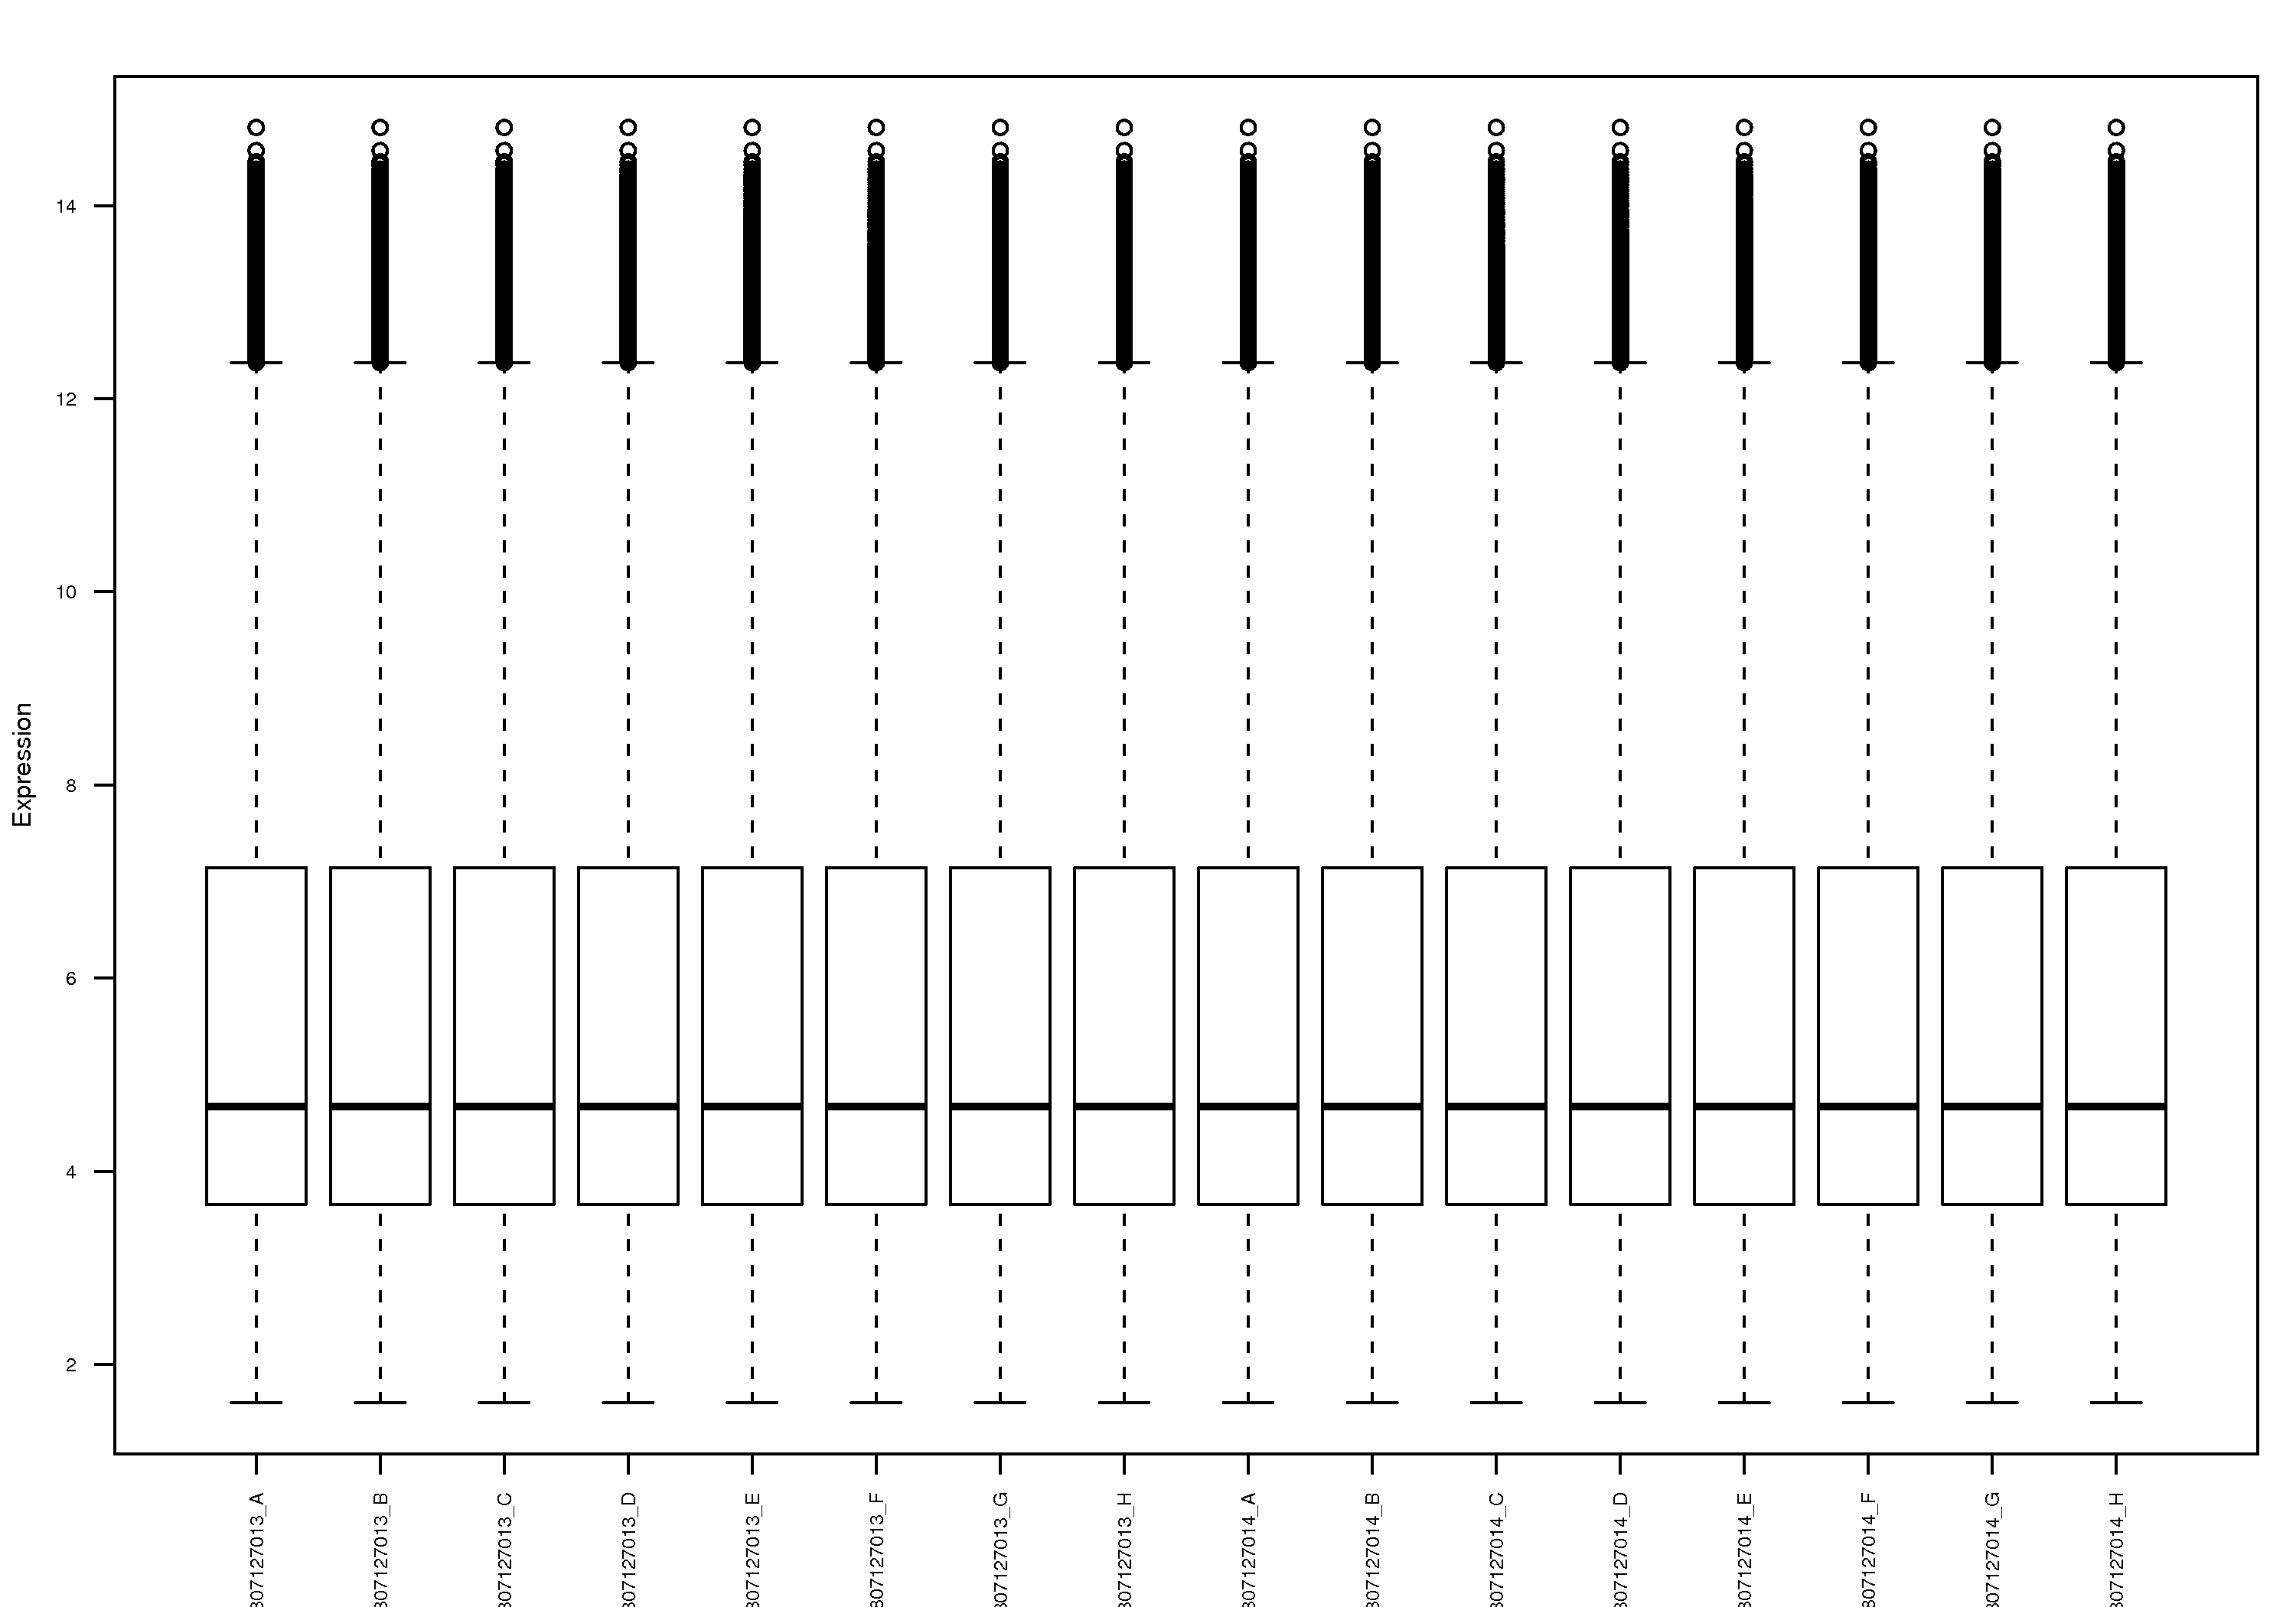

Figure SN4 Legend: Box plot of all 16 samples using post background corrected normalized intensity values. The box plots indicate that there are no anomalies or outlier samples in this dataset.

Reference:

[1] Ding, L-H., Xie, Y., Park S., Xiao G. and Story, M. D. (2008) Enhanced identification and biological validation of differential gene expression via Illumina whole-genome expression arrays through the use of the model-based background correction methodology, *Nucleic Acids Research,* 36(10) **e58** doi:10.1093/nar/gkn234

[2] Bolstad, B. M., Irizarry R. A., Astrand, M, and Speed, T. P. (2003) A Comparison of Normalization Methods for High Density Oligonucleotide Array Data Based on Bias and Variance. Bioinformatics 19(2) ,pp 185-193.

[3] R programming language: www.r-package.org

[4] Benjamini, Y., and Hochberg, Y. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B, **57**, 289–300.

How the deposited data were processed for this re-analysis (not part of the article)

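Gene expression was measured in C4-2B/Rx2 dox cells treated with vehicle or 0.25 µg/ml Dox for 24 h (day 1) or 48 h (day 2), with 4 cultures per group and 1 Illumina BeadChip array per culture, 16 arrays in all. The 4 cultures of a group are the biological quadruplicates that the paper describes. Each array holds 24526 probes.

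The deposited signal intensities are the mean bead intensity of each probe from BeadStudio, which the authors did not background-correct or scale between arrays in that table. The deposited detection p-values come from BeadStudio too and give, for each array, the share of its 664 negative controls that were brighter than the probe. The deposited normalized table holds the authors' log2 values, made from the same signals by model-based background correction (MBCB), log2 transformation and quantile normalization across the 16 arrays. Every array has the median 4.673 in it. Its columns rank the probes as the signal columns of the same name do, so the values are not centred by gene. The log2 scale is the one the authors describe, and arrays with 1 color have no direction of a ratio. None of scale, centring and direction stays unknown. The authors then tested treatment and duration with a two-way analysis of variance and adjusted the p-values for the false discovery rate.

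All values given here start from the signals and detection p-values. Background was corrected with limma's normal-exponential model, with the negative controls' mean and spread inferred from the detection p-values and an offset of 16, and followed by quantile normalization and log2. The analysis ran in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. A linear model with the 4 group means was fitted to all 16 arrays with limma's lmFit and eBayes. The comparisons were Dox against vehicle on day 1, on day 2 and averaged over both days, the interaction of day and treatment, and vehicle on day 2 against vehicle on day 1. An adjusted p is limma's moderated p with Benjamini-Hochberg adjustment over all probes, and 0.05 is the threshold. The counts for either day use an adjusted p of the treatment under 0.008 and a fold of at least 2 on either day. The tests are two-sided.

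Probe names come from the platform annotation (21834 probes), and 21 further probes were named through additional file 1, of which 452 probe lines were at hand. For 2671 probes there was no name. A gene stands by the probe with the highest mean, which gives 16932 genes, and disagreeing calls of a named gene's other probes are given where the gene is. Gene positions are those of the RefSeq genes of GRCh38, and whether a probe matches its gene there was not tested.

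A probe was above background on an array where its detection p was under 0.01. Where none of the 4 arrays of the dimmer group was above background, the fold is a bound, and where both groups lay below background no fold is given. No array stands for more than 1 culture, and the number of arrays limits the precision.

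The genes named were chosen by a rule set before the data were examined: each gene the paper names as changed, with CDH1, IBSP, MMP9, BGLAP, ALPL, the RUNX genes and GAPDH; for each day, the 12 largest rises and 12 largest falls among probes past the threshold, above background on the 4 arrays of a group and without overlap between Dox and vehicle; up to 4 members of each list and day; and the 6 largest interactions in each direction. The paper's tables had been read when the rule was written. The rule gives 225 genes, of which the text names 95. These 95 were picked after their values were seen, in part for length, so tallies are also given over all 225. AMD1 and the genes of the RT-qPCR comparison appear through the paper's own tables.

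Before the data were examined 32 gene lists were fixed, namely mesenchymal, epithelial, matrix proteases, protease inhibitors, actin cytoskeleton, bone homing and turnover, angiogenesis, G1/S transition, DNA replication, mitosis, antiproliferative, ribosome biogenesis, androgen receptor targets, TGF-beta and BMP signaling, osteoblast and cartilage matrix, interferon response, amino acid stress response, mitochondrial translation, cholesterol synthesis, p53 targets, hypoxia, glutathione and xenobiotic metabolism, apoptosis, glucocorticoid response, C4-2B identity, PC3 markers, hematopoietic, stromal, endothelial and neuroendocrine markers, control genes and the RUNX family. A further 5 lists are the study's own (the 4 categories of Table 1 and additional file 3). They were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the 37 lists of a comparison, and again with an estimated correlation. On days 1 and 2 the calls of mitochondrial translation and hypoxia do not hold with an estimated correlation, and the others do. Limma's fry was run as well and does not compare a list with other genes.

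The comparison with RT-qPCR took the folds from Table 1, with a fold stated as above 50 taken as 50, and used permutation tests with 100000 resamples. Arrays were clustered by average linkage on 1 minus the correlation of values centered on each probe's mean over the arrays. An array was tested for standing apart from the other 3 of its group with Dixon's ratio (critical value 0.829).

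The steps were tested on simulated data with 4 arrays per group. On day 1, 67.2% of the probes given a 1.5-fold change and 91% of those given a 2-fold change were called in the right direction, and 9 of the 24326 unchanged probes were called. The changed probes were drawn from those above background on all 16 arrays, and the noise of each probe was independent. The shares therefore do not cover probes near background, and camera was not tested on correlated genes. A list of 25 such probes shifted 2.25- to 16-fold on day 2 had a camera p of 2.1e-155 and an unchanged one 0.4.

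The alternatives were no background correction, an offset of 50, median scaling, cyclic loess, the authors' values, a filter on probes above background on at least 4 arrays, a block for the replicate number, array weights, each array left out in turn, each day fitted on its own, the methods' analysis of variance, other p thresholds, a 2-fold change in addition, limma's treat against 1.5-fold, the fold over both days together, genes counted in place of probes, and, for lists, an estimated correlation, the mean of a gene's probes and the members above background alone. That filter counts all 16 arrays, so a gene that Dox raised or lowered can pass it through 1 treatment alone, and a list's result over such members is not separate evidence. Leaving out all first replicates together, and leaving the members that Table 1, additional files 2 and 3 or the paper's text name out of the lists (adjusted over the 31 lists with at least 3 members left), were added after the data were seen. A block for the BeadChip was not run, because the files name no chips, so a difference between chips was not separated from one between the days. No sample was left out. Other experiments of the paper have no data among those analyzed here. Of the 95 genes analysed by name, 1 is not reported here.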

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

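The tests of lists without the paper's genes and those for a batch difference, for doxycycline acting on mitochondrial translation and for the control genes were chosen after the result was seen, and the other tests in this part were planned.

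Chance is an unlikely source of the calls between Dox and vehicle, by the planned limit of a share of splits under 0.05. For 8 arrays 1 of 35 is the smallest share possible. Each other split mixes Dox-treated and vehicle arrays, which widens the spread within its groups and lowers its count. On day 1, 1 of the 35 splits of the 8 arrays, the real one, gives as many probes (4622, the highest other 0) and as many called gene lists (15, the highest other 12). On day 2 this again holds for 1 of the 35 splits, for probes (7095, the highest other 1) and for lists (14, the highest other 12). On each day the 16 other splits that keep 3 of the 4 arrays of a group together call 6 to 12 lists (median 10), and the other 18 splits call 0 or 1, so the lists called there go with the part of the real grouping that a split keeps. Between the vehicle days the real split gives 2593 probes and the highest other 1, with 1 of 35 as large. For probes at least 2-fold changed on either day, 1 of 100 drawn splits is as large (1319, the highest other 1244), and for the interaction 2 of 100 are (2680, the highest other 3210). The high values point to a structure of the samples: 6 of the 99 other splits keep the arrays of 1 day or treatment grouped as they were, which gives 6 to 1244 probes for either day and 216 to 3210 for the interaction, and the other 93 give 0. The split with 3210 keeps the Dox-treated arrays grouped by day.

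The amino acid stress genes differ between the days. In vehicle their median rose by 0.748 from day 1 to day 2, while in the Dox-treated arrays it moved by -0.069. A batch difference between the day 1 and day 2 arrays would, on its own, have moved both groups alike. Together with a fall by Dox on day 2 it would give the same values, so a batch difference stays open. Doxycycline blocking mitochondrial translation, apart from Runx2, would raise these genes. The day 2 median with Dox was instead lower than with vehicle, by -0.672 (0.0396 on day 1), which such a block alone would not give. The comparison holds only the net change, as no Dox-treated cells without the Runx2 cDNA were on the arrays. A rise from doxycycline beneath a larger fall therefore cannot be excluded. Also open, and untested, is that the vehicle cultures may have used up more of their medium by day 2, or that Runx2 itself may hold the genes down.

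The cell cycle lists fell in Dox-treated cells by day 2. The control genes had a day 2 median of -0.124 (below 0 under each scaling tried) against -1.29 for DNA replication. Each setting scales the arrays to each other first, so the control genes cannot show whether RNA or signal fell in general. What the values show is a fall of the DNA replication genes relative to the control genes. No arrays of Dox-treated cells without the Runx2 cDNA were analysed here. An effect of Dox apart from Runx2 on the cell cycle genes was therefore not tested. The paper reports that in Dox-treated cells with the transcriptionally inactive Runx2-M proliferation was not affected (its Figure 5C), an assay of growth and not of these genes' RNA. For cells with the active Runx2, the paper also reports a cell cycle block by cell sorting after Dox. Cycling and growth resumed once Dox was withdrawn, and MYC and CDK2 protein fell with Dox. Similar responses to Runx2 are reported in LNCaP cells. Those assays changed Dox and Runx2 together, so they do not tell them apart. For the RNA of the cell cycle genes, a biological effect of Runx2 may stand as a hypothesis, beside the paper's own evidence on growth.

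The mesenchymal genes that rose could come from PC3 cells among the Dox-treated cultures, a line that the paper also uses. PC3 cells bring their abundant transcripts, but the median of 12 PC3 markers was 0.0061 on day 2 and 0.044 on day 1. Of these 12, 9 were above background on no array, so the median is one of background signals. Of VIM, CAV1, CD44, ANXA1 and LGALS1, CAV1, CD44 and ANXA1 were above background on 0 arrays and LGALS1 on 3, and only VIM, which the mesenchymal list also holds, was higher. The C4-2B identity genes were lower on day 2 (median -0.971), a direction that an admixture would give as well. A rise within the C4-2B cells remains open as a hypothesis.

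One array of a group stood apart from the other 3 in 17 of 316 groups, or 5.38%, against about 1 in 20 by chance. Of these arrays 11 are a replicate 1, and over all 225 genes of the naming rule 23 of 49 are (742 groups, 6.6%). The replicate 1 values are 6.54 for SOX9 Dox day 1 (others 6.06 to 6.13), 6.12 for PIP vehicle day 2 (others 6.5 to 6.58), 7.32 for SPHK1 Dox day 1 (others 7.06 to 7.07), 9.01 for VEGFA Dox day 1 (others 8.88 to 8.9), 5.62 for EDN2 vehicle day 2 (others 5.18 to 5.24), 11.1 for TOB1 Dox day 1 (others 10.6 to 10.7), 8.47 for E2F2 vehicle day 1 (others 8.75 to 8.79), 8.94 for PLEKHS1 Dox day 1 (others 9.18 to 9.19), 8.08 for KRT80 Dox day 2 (others 7.87 to 7.89), 10.8 for CDC45 vehicle day 2 (others 10.7) and 11.2 for SPDEF vehicle day 1 (others 11). The remaining ones are 6.54 for ADAMTS1 Dox day 2 (replicate 3, others 6.91 to 6.97), 7.4 for SMAD3 Dox day 1 (replicate 2, others 7.27 to 7.28), 6 for SMAD3 vehicle day 2 (replicate 2, others 5.63 to 5.68), 7.43 for SERPINE2 Dox day 1 (replicate 4, others 7.49 to 7.5), 7.67 for LINGO4 Dox day 1 (replicate 3, others 7.48 to 7.49) and 6.66 for KIF2C Dox day 2 (replicate 4, others 6.34 to 6.36).

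The change by Dox differed between day 1 and day 2 by the interaction test for 2680 probes, for 62 of the 95 genes analysed by name and for 152 of the 225 genes of the rule. Some of these genes were not above background in a group, SCGB1C1, CST7, S100A4 and CETP among them. Their differences rest in part on signals at the background and are not exact sizes. The difference in log2 fold change (day 2 minus day 1) was positive for SCGB1C1 (3.96), CST7 (3.39), S100A4 (3.08), CETP (3.07), PIP (2.97), CYP2E1 (2.94), FOLR1 (2.51), HTRA1 (2.31), SLC6A3 (2.17), LINGO4 (2.06), LCN2 (2.05), GSTA1 (2), SNAI2 (1.88), GBP2 (1.86), SPHK1 (1.79), MAP1B (1.75), THBS1 (1.58), SH3PXD2A (1.44), ID1 (1.43), S1PR3 (1.37), NRP1 (1.37), IGFBP3 (1.31), SDC2 (1.27), SGK1 (1.21), SMAD3 (1.12), AGXT (0.98), CEBPA (0.968), SOX9 (0.709), DENND2A (0.7), ESPN (0.675), IFI6 (0.674), SLPI (0.656), PGC (0.421) and ACKR3 (0.302). It was negative for NEK2 (-2.88), KIF2C (-2.26), CDC25C (-2.21), CENPA (-2.14), DDIT4 (-2.03), GDF15 (-1.85), EXO1 (-1.76), CCNA2 (-1.62), CDC45 (-1.57), TRIB3 (-1.5), RFC3 (-1.33), CCNB1 (-1.3), ASNS (-1.15), E2F2 (-1.03), RPRML (-0.961), EDN2 (-0.946), SPDEF (-0.923), CDK2 (-0.768), SERPINE2 (-0.715), PLEKHS1 (-0.71), VEGFA (-0.679), MYB (-0.629), TXNRD1 (-0.614), SKP2 (-0.524), LYAR (-0.479), RASD1 (-0.403), SLC45A3 (-0.377) and CBFB (-0.347).

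Of the lists fixed before the data were examined, those whose change differed between the days, by the median interaction of their members, were mesenchymal (0.0788), matrix proteases (0.0483), actin cytoskeleton (0.151), G1/S transition (-0.379), DNA replication (-0.817), mitosis (-1.74), antiproliferative (-0.3), ribosome biogenesis (-0.14), interferon response (0.0761), amino acid stress response (-0.794), cholesterol synthesis (-0.283), hypoxia (-0.297), glutathione and xenobiotic metabolism (0.145) and control genes (-0.105). With an estimated correlation the difference no longer passes for actin cytoskeleton (adjusted p = 0.063), antiproliferative (adjusted p = 0.078), ribosome biogenesis (adjusted p = 0.18), interferon response (adjusted p = 0.074) and control genes (adjusted p = 0.16). Without the members that the paper lists or names it passes for DNA replication (adjusted p = 2e-20), mitosis (6.6e-33), antiproliferative (0.006), amino acid stress response (4.5e-23) and hypoxia (2.4e-06), and for none of the other 9. Of the study's own lists, which it picked from these arrays, the movement, adhesion, invasion and cytoskeleton genes (0.848) and the secreted factors (0.73) of Table 1 differed as well.

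Some signals lie outside what the paper discusses. KRT80 rose at least 8.07-fold on day 1, and on day 2 DENND2A rose at least 7.76-fold, LINGO4 at least 13.1-fold, SCGB1C1 at least 10.6-fold and CETP at least 5.61-fold. Among lists, the median log2 fold change was -0.672 for amino acid stress on day 2, -0.447 and -0.557 for ribosome biogenesis on days 1 and 2, 0.139 and 0.186 for the interferon response, -0.258 for androgen receptor targets on day 1, and -0.505 and -0.971 for C4-2B identity.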

How the results depend on the processing

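Leaving out all first replicates together and leaving the paper's genes out of the lists were chosen after the data were seen, and the other alternatives were planned. A list's value is its median log2 fold change with the camera call, and that of the clustering is the number of arrays on the branch of their treatment, 16 of 16 with all arrays in each setting tried and 15 of 15 with 1 array left out. No result called in 2 settings had opposite directions in them. Over the lists 2055 of 2100 values kept their side of the threshold, 28 lost a call and 17 gained one. Of the 28 losses 14 come without the members that the paper lists or names, where 7 lists are called on each day. They are mesenchymal, matrix proteases, actin cytoskeleton, angiogenesis, interferon response and glutathione and xenobiotic metabolism on both days, and antiproliferative and hypoxia on day 1. Mitochondrial translation, which holds no such member, misses the threshold there on day 2 (adjusted p = 0.07) through the adjustment alone. The study picked those members from these arrays, so the setting takes out responsive genes by its construction. For the 95 genes analysed by name 4706 of 4732 did (18 lost, 8 gained) and for all 225 genes of the rule 11141 of 11226 (71 lost, 14 gained). Among values not called in either setting, camera's direction turned for 22 of the lists' values, 10 of them without the paper's genes, and the sign for 15 values of the 95 genes. Without a background correction the either-day counts were 278 higher and 261 lower, with an offset of 50 432 and 406, and with the fold over both days 411 and 309. With 2-fold in addition, day 1 had 270 higher and 83 lower probes and day 2 655 and 615, the interaction 394 and the vehicle days 46, and with treat against 1.5-fold the days had 327, 122, 835 and 821. A fold limit drops probes by its construction. For the background settings the cause was not tested. Of day 1 changes 79.9% were kept without the fold limit and 91.8% in the authors' values (cause not tested).

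With 1 array left out at a time, day 1 had 1985 to 2221 higher and 2131 to 2475 lower probes, day 2 3316 to 3555 and 3351 to 3594, either day 679 to 700 and 627 to 651, the interaction 2397 to 2648, the vehicle days 2039 to 2628, and 15 to 16 and 13 to 14 lists were called. Pearson's r with RT-qPCR ran from 0.876 to 0.881 and the share of day 1 changes kept from 98 to 98.9%.

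With the replicate number as a block, day 1 had 2152 higher and 2371 lower probes and day 2 3492 and 3539. The numbers do not pair the samples: 6 of 24 pairs of arrays with the same number had deviations correlated over 0.1, and 5 arrays were closest to their own number. For replicate 1 it was 5 of 6 pairs (-0.033 to 0.42) and 4 arrays.

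The day 1 calls of KIF2C (-0.27, adjusted p = 0.022) and CDC25C (-0.26, adjusted p = 0.038) depend on single arrays, with ranges of 0.0019 to 0.082 and 0.0023 to 0.18. KIF2C loses its call without vehicle day 1 replicate 2 (-0.26) or 3 (-0.244), without Dox day 1 replicate 1 (-0.253) or 2 (-0.227), with median scaling, in the authors' values and with all first replicates left out. CDC25C loses it without vehicle day 1 replicate 1 (-0.269), 2 (-0.272), 3 (-0.253) or 4 (-0.225), without Dox day 1 replicate 3 (-0.25) or 4 (-0.207), with median scaling and in the authors' values, and 2 other CDC25C probes above background did not pass on day 1 (adjusted p = 0.38 and 0.094). Signal over background limits 12611 of the 24526 probes, which lie below it on all arrays, so that for genes below background in a group only bounds can be given.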

Differences from the paper's values

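No test in this part was chosen after the result was seen, apart from the combination named as such.

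A value counts as different here where it and the paper's lie more than 1.5 times apart and, for a gene, by more than the SD of the replicates, so a setting can bring a value within this limit without reaching the paper's.

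For CBLN2 the paper's fold is -3 on day 1 and -3 on day 2, and the values here are -5.07 and -4.88. With no background correction (-3.08 and -2.76) and with an offset of 50 (-3.98 and -3.66) it comes within the limit. It stays outside with median scaling (-4.98 and -4.72), cyclic loess (-5.16 and -4.63), the authors' values (-5.23 and -5.08), probes above background alone, the replicate block, array weights (-5.06 and -4.85) and each of the 16 arrays left out. The row of Table 1 with the symbol CBLN2 carries the gene name of a metalloprotease with a thrombospondin motif. For ADAMTS1, a gene of that name, additional file 2 gives the paper's folds of -3 and -3, and the values here are -3.08 and -2.62. Which gene the printed folds of that row belong to is not known. For AMD1 the paper's fold on day 1 is -3 and the value here is -1.98. A second AMD1 probe, above background on every array, gives -2.78 on day 1 and -2.69 on day 2. The value of the first probe hardly moves: it lies just within the limit with median scaling (-2.02), with cyclic loess (-2.02) and without vehicle day 1 replicate 1 or 2 or Dox day 1 replicate 1 or 2, and just outside with no background correction (-1.93), an offset of 50 (-1.96), the authors' values (-1.99), probes above background alone, the replicate block, array weights (-1.97) and the other 12 arrays left out.

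The paper counts 378 down-regulated probes, and 633 were lower here at the thresholds of its text. The settings within the limit are no background correction (261), an offset of 50 (406), the fold over both days together (309) and genes in place of probes (543), of which the offset of 50 lies nearest. It stays outside with median scaling (639), cyclic loess (585), the authors' values (751), probes above background alone (632), the replicate block (633), array weights (638), the methods' analysis of variance (633), an adjusted p under 0.05 or 0.01 or an unadjusted p under 0.008 (633 each), and each of the 16 arrays left out. The authors' values combined with the fold over both days, a combination chosen after the values were seen, give 536 higher and 366 lower probes (534 and 366 with the methods' analysis of variance). How many of the paper's own probes this drops is not known, since additional file 1 was held only in part.

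A bound that lay below the paper's fold was not counted as different, however far below, and the paper's array folds come from the same arrays. Of the 129 values of Table 1 that could be set beside an array fold, 129 had the paper's direction, 38 of them as bounds, and 2 differed. Of 83 values of additional file 2, 83 had its direction, 27 as bounds, and 1 differed. The order of the days is the other one for 2 of its genes. The paper's folds are 19 on day 1 and 6 on day 2 for FOLR1, and 10 and 3 for SLC6A3. Here FOLR1 rose at least 1.43-fold and at least 8.62-fold, and SLC6A3 has no allowed fold on day 1 and rose at least 4.17-fold on day 2, with the larger change on day 2 for both (interaction 2.51, adjusted p = 2.7e-10, and 2.17, adjusted p = 1.7e-10). Both genes were below background with vehicle, so these interactions are not exact sizes. With Dox the log2 signal rose between the days by 2.56 for FOLR1 and by 2.07 for SLC6A3. Additional file 3 also gives SLC6A3 the larger fold on day 2. A further 12 day 1 values have no allowed fold here, because both groups lie below background or the bound is under 1 (SNAI2, RCOR2, MAP1B, SDC2 and LCN2 in Table 1, and SLC6A3, GSTA5, SAG, GLDN, LTC4S, CAMP and CACNA1I in additional file 2). The paper states 119 cancer-related genes changed at least 2-fold on day 1, and 88 were here, while the folds of additional file 3 give 96 of the 244 measured genes.

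The paper's text gives SMAD3 a larger day 2 fold than the 6.38 found here, while the paper's array value in Table 1 is 7 and its RT-qPCR value 25. The paper names MMP9 among the up-regulated proteases and reports a rise of MMP9 and BSP (IBSP) in its Figure 1F. That rise was measured by RT-qPCR, and neither gene was above background on any of the 16 arrays. The paper calls GDF15 the most repressed gene by day 2, and its day 2 log2 fold change was also the lowest here among the genes that pass the rule (-2.96). RPRML lies close to it (-2.94), so the order of these genes is not settled.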

Other observations

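The comparisons and lists in this part were set before the data were examined, and the alternatives with all first replicates left out and with the paper's genes left out of the lists were chosen after the result was seen.

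Genes that mark C4-2B cells and their androgen response moved apart. KLK2, an androgen-induced kallikrein, rose 3.77-fold on day 1 (log2 fold change 1.92, adjusted p = 8e-12) and 3.15-fold on day 2 (1.66, adjusted p = 9.3e-12), with 4 of 4 Dox-treated arrays higher than the vehicle arrays. SLC45A3, a prostate membrane transporter, fell 2.65-fold and 3.44-fold (adjusted p = 2.2e-11 and 2.2e-13). Of 26 measured androgen receptor targets, 4 were higher, 13 lower and 9 did not pass on day 1 (5 and 14 adjusted over the list alone), and 7, 12 and 7 on day 2 (8 and 12), with medians of -0.26 and -0.28. The camera adjusted p was 0.0015 and 0.083 (0.04 to 0.17 over the alternatives on day 2, passing with the members above background alone). Of 13 measured genes of C4-2B identity, 1 was higher, 9 lower and 3 did not pass on day 1 (1 and 10), and 2, 9 and 2 on day 2 (2 and 9; camera adjusted p = 2.4e-07 and 0.00012, and 2.2e-05 and 0.0038 without the 4 members that the paper lists or names).

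Some interferon response genes rose. GBP2, an interferon-induced GTPase, was not above background with vehicle and rose at least 1.49-fold on day 1 and at least 5.01-fold on day 2 (adjusted p = 6.9e-08 and 9.3e-14). IFI6, a mitochondrial protein induced by interferon, rose 1.94-fold and 3.1-fold (adjusted p = 5.2e-09 and 1.1e-12). Of 21 measured genes of the interferon response, 5 were higher, none lower and 16 did not pass on day 1, and 10, 1 and 10 on day 2, with the same numbers higher and lower over the list alone (camera adjusted p = 0.0041 and 0.0022). Without the 3 members that the paper lists or names the list is not called (adjusted p = 0.26 and 0.14).

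DDIT4, an inhibitor of mTOR signaling, rose 3.34-fold on day 1 (log2 fold change 1.74, adjusted p = 4.3e-12) and was 1.23-fold lower on day 2 (adjusted p = 0.0017). In vehicle it rose between the days (2.11, adjusted p = 4.9e-12), and with Dox it moved by 0.08. TRIB3, a pseudokinase of the stress response, fell 1.53-fold and 4.32-fold (adjusted p = 1.4e-06 and 5.1e-14), and ASNS, asparagine synthetase, fell 1.35-fold and 2.99-fold (adjusted p = 6.1e-05 and 1.4e-12; a second bright probe did not pass on day 1, adjusted p = 0.57). Of 25 measured genes of amino acid stress, 5 were higher, 8 lower and 12 did not pass on day 1 (6 and 8), where the median of 0.04 and the mean of -0.04 differ in sign, and none was higher, 22 were lower and 3 did not pass on day 2 (23 lower; camera adjusted p = 0.66 and 8.2e-14). In vehicle 23 of them were higher and 1 lower on day 2 than on day 1 (camera adjusted p = 4e-35).

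Of 19 measured hypoxia genes, 5 were higher, 2 lower and 12 did not pass on day 1 (7 and 2 over the list alone), and 3, 11 and 5 on day 2 (3 and 12), with medians of 0.18 and -0.33 (camera adjusted p = 0.029 and 0.021; adjusted p = 0.29 on both days with an estimated correlation). Over the alternatives the adjusted p runs from 0.0044 to 0.29 and from 0.0094 to 0.29, and the calls are lost with probes above background alone, on day 1 without the 2 members that the paper lists or names (adjusted p = 0.1) and, on day 2, without Dox day 2 replicate 2 (median -0.34). In vehicle 15 were higher on day 2 than on day 1 and none was lower (median 0.78, adjusted p = 1.3e-21). Of 36 measured genes of mitochondrial translation, 2 were higher, 11 lower and 23 did not pass on day 1 (3 and 14), and 3, 14 and 19 on day 2 (3 and 16), with medians of -0.12 and -0.08 (camera adjusted p = 0.0068 and 0.044; adjusted p = 0.22 and 0.33 with an estimated correlation). The adjusted p runs from 0.00082 to 0.22 and from 0.012 to 0.33. The day 2 call is also lost without vehicle day 2 replicate 1 (median -0.0815), Dox day 2 replicate 1 (-0.0795) or Dox day 2 replicate 4 (-0.0866), with all first replicates left out, with cyclic loess, with array weights and with probes above background alone.

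Of 18 measured p53 targets, 4 were higher, 3 lower and 11 did not pass on day 1, and 4, 4 and 10 on day 2 (5 and 5 over the list alone), with a day 1 median of -0.04 and mean of 0.09 (camera adjusted p = 0.5 and 0.74). Of 15 measured genes of the glucocorticoid response, 5 were higher, 4 lower and 6 did not pass on each day, with a day 2 median of -0.0015 and mean of 0.74 (camera adjusted p = 0.053 and 0.37; 0.02 to 0.55 over the alternatives on day 1). The day 1 list passes without vehicle day 1 replicate 1 (median 0.133), Dox day 1 replicate 2 (0.0866) or 3 (0.137), vehicle day 2 replicate 4 (0.0929) or Dox day 2 replicate 1 (0.0935). It also passes with no background correction, with median scaling, with all first replicates left out and with the members above background alone. In vehicle between the days, p53 targets (4 higher, 1 lower, adjusted p = 0.047), glucocorticoid response (3 and none, adjusted p = 0.0012), C4-2B identity (4 and none, adjusted p = 0.04) and antiproliferative genes (9 and 1, adjusted p = 1.2e-06) were called as higher, where p53 targets and C4-2B identity have an adjusted p = 0.072 each with an estimated correlation. The G1/S transition (11 lower), DNA replication (16), mitosis (10) and ribosome biogenesis (12) were called as lower in vehicle on day 2, with none higher.

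The bone matrix genes IBSP and ALPL were not well above background on any array. BGLAP, osteocalcin, was above background on 3 of 4 Dox-treated arrays on day 2 and rose at least 1.08-fold (log2 fold change 0.43, adjusted p = 0.0053). This is a small change of a signal near background, and by RT-qPCR the paper found no significant increase of osteocalcin (its Figure 1F). Of 21 measured genes of osteoblast and cartilage matrix, 1 was higher, none lower and 20 did not pass on day 1, and 3, 1 and 17 on day 2, with a day 2 median of -0.03 and mean of 0.05 (camera adjusted p = 0.5 and 0.73). Among lists of other cell types none was called: of 12 PC3 markers 2 were higher on day 1 and 1 on day 2, of 10 hematopoietic markers 1 was higher and 1 lower on day 1, of 10 stromal and 9 endothelial markers 1 each was lower on day 2, and of 11 neuroendocrine markers 1 was lower on day 1 and 2 on day 2 (camera adjusted p = 0.49 to 0.99).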
